# Global pleiotropic effects in adaptively evolved *Escherichia coli* lacking CRP reveal molecular mechanisms that define the growth physiology

**DOI:** 10.1098/rsob.210206

**Published:** 2022-02-16

**Authors:** Ankita Pal, Mahesh S. Iyer, Sumana Srinivasan, Aswin Sai Narain Seshasayee, K. V. Venkatesh

**Keywords:** adaptive evolution, cAMP receptor protein, pleiotropic effects, exponential growth, intracellular metabolites

## Abstract

Evolution facilitates emergence of fitter phenotypes by efficient allocation of cellular resources in conjunction with beneficial mutations. However, system-wide pleiotropic effects that redress the perturbations to the apex node of the transcriptional regulatory networks remain unclear. Here, we elucidate that absence of global transcriptional regulator CRP in *Escherichia coli* results in alterations in key metabolic pathways under glucose respiratory conditions, favouring stress- or hedging-related functions over growth-enhancing functions. Further, we disentangle the growth-mediated effects from the CRP regulation-specific effects on these metabolic pathways. We quantitatively illustrate that the loss of CRP perturbs proteome efficiency, as evident from metabolic as well as ribosomal proteome fractions, that corroborated with intracellular metabolite profiles. To address how *E. coli* copes with such systemic defect, we evolved *Δcrp* mutant in the presence of glucose. Besides acquiring mutations in the promoter of glucose transporter *ptsG*, the evolved populations recovered the metabolic pathways to their pre-perturbed state coupled with metabolite re-adjustments, which altogether enabled increased growth. By contrast to *Δcrp* mutant, the evolved strains remodelled their proteome efficiency towards biomass synthesis, albeit at the expense of carbon efficiency. Overall, we comprehensively illustrate the genetic and metabolic basis of pleiotropic effects, fundamental for understanding the growth physiology.

## 1. Introduction

Global transcriptional factors represent a cornerstone in the transcriptional regulatory network (TRN), which facilitates system-wide changes in gene expression levels in response to alterations in its external or internal environment [1–3]. Considering the complex interactions existing within the TRN of an organism, the absence of global transcription factors results in direct or indirect cellular responses that incapacitate the ability to attain favourable phenotypic outcomes, even for a simple prokaryote like *Escherichia coli*. Understanding the regulatory mechanisms of the global transcriptional regulator CRP (cAMP receptor protein) under diverse environmental conditions has been an area of research for many decades. CRP, along with its cognate signalling molecule cAMP [4–6], activates transcription at more than 200 promoters, as evidenced from the genome-wide binding and reporter-based studies in *E. coli* [7–9]. *In vitro* and *in vivo* binding assays have determined and validated the genome-wide binding sites of CRP, along with its interactions with RNA polymerase [10,11]. Several studies have shown that CRP regulates numerous processes such as (i) transport and metabolism of various carbon sources such as glucose, mannose and galactose [9,12–16], (ii) regulation of enzymes of the tricarboxylic acid (TCA) cycle, and oxidative phosphorylation [12,17,18], (iii) stress response and osmoregulation [19–23], (iv) nitrogen and iron assimilation [24–27], (v) stringent response [28], as well as (vi) resistance to multiple antibiotics [29,30]. Moreover, the physiological significance of its activator molecule cAMP, in coordinating the carbon and nitrogen demands via carbon catabolites, addressed the long-standing debate on carbon catabolite repression [31].

Despite the huge repository of data available for CRP, several questions are still unanswered. As changes in carbon transport rate can only in part explain the changes in growth physiology [32,33], synthesis of precursors or biomass components by metabolic enzymes and ribosomes, and their attuned efficiency coordinated by CRP, remain obscure. In addition, delineating the CRP regulation-specific effects on these molecular mechanisms from those mediated by changes in growth rate becomes imperative. Moreover, proteome allocation principles [31,34,35] that facilitate system-wide fine-tuning of the necessary and unnecessary metabolic proteome towards biomass synthesis mediated by CRP deserve attention. Scarce knowledge of the fate of cAMP and downstream metabolite profiles in the absence of CRP limits our ability to link the molecular consequences to such proteome partitioning. Thus, a fundamental question that arises now is, how the interactions within these interdependent factors such as glucose import, proteome allocation, and metabolite adjustments coordinated by CRP facilitate the increased growth rate of an organism.

By exploiting these molecular interactions, we sought to investigate how an *E. coli* K-12 MG1655 strain lacking CRP can cope with this global disruption using adaptive laboratory evolution (ALE) under glucose minimal media conditions. ALE entails the orchestration of genetic as well as phenotypic behaviour in response to mutations that provide growth fitness benefits to organisms under strict selection pressures [36–39]. While a majority of the ALEs have focused on understanding the adaptive rewiring in response to the loss of metabolic genes [40–42], studies that focus on ALEs on the loss of global transcriptional regulators are now emerging [43,44]. Importantly, the global pleiotropic effects of mutations in regulator deleted strains, on cellular proteomic and metabolomic resources that would enable their growth recovery have not been addressed. Therefore, to decipher the underlying molecular basis of divergence of evolved strains away from their ancestor [45–48], examining the evolution of a *crp* mutant with integration of transcriptomics, metabolomics and proteome allocation aspects would be of great value.

In this present study, using a multi-omics approach, we explicitly characterize the physiological significance of CRP for exponential growth in glucose minimal media conditions. We demonstrate the systems-wide pleiotropic effect of beneficial mutations on cellular processes underlying increased growth rate in evolved *E. coli* strains lacking CRP. Further, we elucidate in detail, its underlying direct regulatory or indirect growth-rate-dependent mechanisms that coordinate metabolite profiles and the allocation of proteomic resources towards its cellular objectives. Overall, by evaluating such genotype–phenotype relationships in the parent and evolved strains, we unravel the inherent constraints of genetic and metabolic networks underlying evolvability in *E. coli*.

## 2. Results

### 2.1. Loss of CRP caused large shifts in the transcriptome of key metabolic pathways

CRP occupies an apex node in the hierarchical TRN of *E. coli* regulating a myriad of genes under diverse nutritional conditions [3]. We first addressed the systemic effect caused by the loss of CRP by performing high-coverage RNA sequencing of *Δcrp* mutant in glucose minimal media condition during the mid-exponential phase. 

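RNA of WT, which is *E. coli* K-12 MG1655, and of the *Δcrp* mutant derived from it was sequenced from 2 biological replicates each. The cells grew in bioreactors in M9 medium with 2 g of glucose per litre and 40 mM MOPS buffer at 37 °C and were harvested in mid-exponential phase. After partial removal of ribosomal RNA, strand-specific libraries were read from one end over 50 bp. The authors trimmed the reads with CUTADAPT, mapped them with BWA to the MG1655 genome and assigned them to genes with FeatureCounts, and they deposited the resulting counts per gene without normalization. The total count was 22656753 and 24216345 in the 2 WT libraries and 16480005 and 25738854 in the 2 *Δcrp* libraries. Ribosomal RNA still took 83.4% and 83.2% of the counts in WT and 87.5% and 86.2% in *Δcrp*. The genes analysed, without rRNA, tRNA and sRNA genes as in the paper, therefore held 2491379 and 2330219 counts in WT and 1487498 and 2432497 in *Δcrp*. The deleted gene *crp* lies on the forward strand of the MG1655 chromosome from 3486120 to 3486752. It had 1295 and 1087 counts in the WT libraries against 8 and 11 in the *Δcrp* libraries (log2 fold change -6.56, standard error 0.281, edgeR adjusted p = 8.41e-08). Differential expression was tested with edgeR's quasi-likelihood test on the counts, scaled by TMM factors, in one fit over the 14 batch libraries of WT, *Δcrp* and the 5 evolved populations. The test covered the 4360 genes with a total of at least 10 counts, and p-values were adjusted by the Benjamini-Hochberg method over these genes. Genes with an aFC of at least 2 and an adjusted p under 0.05 were called DE, which are the thresholds of the paper. The coefficient of variation between biological replicates, estimated over all genes of the fit, was 23.9%.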

The transcriptome of this strain, when compared to its parent wild-type (WT) strain, showed ∼725 differentially expressed (DE) genes (absolute fold change (aFC) ≥ 2, adjusted *p*-value (adj-*p*) less than 0.05) of which ∼534 genes (74%) were downregulated and ∼191 genes (26%) were upregulated in the mutant (figure 1*a*), indicating a large upset of the global transcriptome. This reiterated the role of CRP as a transcriptional activator, which was in good agreement with previous gene expression studies [9,11,18] (electronic supplementary material, file S1).

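Of the 4360 genes tested, 480 were DE between *Δcrp* and WT, 321 of them (66.9%) downregulated and 159 (33.1%) upregulated in *Δcrp*. Without the threshold on the fold change, 752 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Among the other settings that keep the fold threshold, edgeR's exact test on the 2 strains alone moved this number most, to 729 DE genes with 542 down and 187 up. These included 468 of the 480. The same-numbered WT and *Δcrp* libraries deviated together from their group means, with a correlation of 0.214 across genes. With the replicate number as a block in the fit there were 499 DE genes, 335 down and 164 up. When each of the 4 libraries was left out in turn, between 422 and 468 of the 480 genes kept their direction and an aFC of at least 2. Of 90 genes listed from the text and figures of the paper in advance, 59 were DE with the adjustment over all genes and 72 with the adjustment over the list alone; most of this list are the paper's own calls on these data, so the second number is no sign of stability. From these DE genes, the paper concludes that the loss of CRP upset the transcriptome as a whole.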

**Figure 1.**
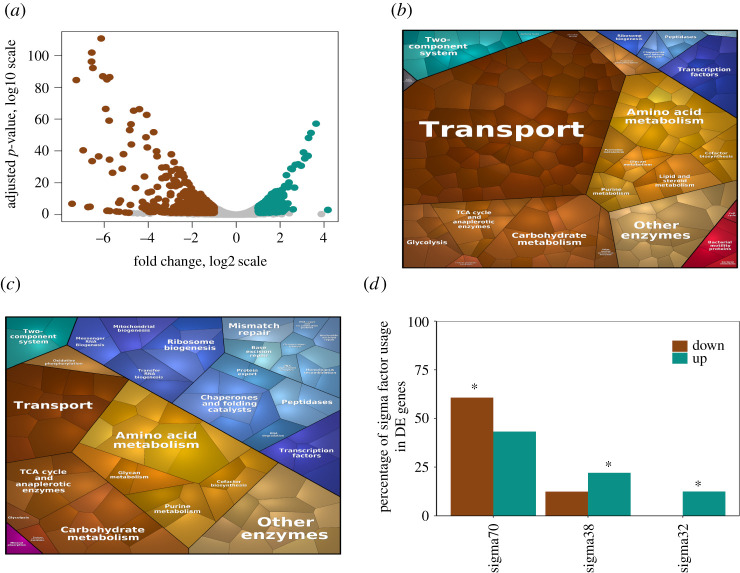
Severe perturbation of gene expression in *Δcrp* compared to WT. (*a*) Volcano plot of the DE genes *Δcrp* compared to WT depicted as adjusted *p*-value (log10 scale) versus fold change (log2 scale). The brown dots indicate downregulated genes and the cyan dots indicate upregulated genes. (*b*) Voronoi treemaps showing the downregulated metabolic pathways enriched by KEGG classification. Transport, carbohydrate metabolism and TCA cycle were found to be significantly downregulated (*p* < 0.05). (*c*) Voronoi treemaps showing the upregulated metabolic pathways enriched by KEGG classification. Chaperone and folding catalysts, other enzymes and TCA cycle were found to be significantly upregulated (*p* < 0.05). The size of the hexagon within each pathway is directly proportional to the absolute fold change observed for the genes. The colour of the hexagon denotes the specific pathways classified by KEGG. (*d*) Enrichment of genes under the regulation of sigma factors; the brown bars and the cyan bars indicate the fraction of downregulated and upregulated genes in *Δcrp* versus to WT respectively. Significant increase or decrease is denoted by asterisks (*p* < 0.01).

Next, we examined the KEGG pathways, which were significantly enriched among these DE genes and represented them as Voronoi treemaps (figure 1*b,c*). Out of the total 725 DE genes, 346 genes (242 downregulated and 104 upregulated genes) were enriched for KEGG pathways (electronic supplementary material, file S1). 

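In the counts of *Δcrp* and WT from batch culture, the 4 genes of the 2-oxoglutarate dehydrogenase and succinyl-CoA synthetase operon, *sucABCD*, were all DE and lower in *Δcrp*, by aFCs from 2.47 to 2.83, with edgeR adjusted p-values from 0.00336 to 0.0052. *sucA* fell from 1736 ± 59.6 CPM (SD, n = 2) in WT to 614 ± 29.9 CPM (SD, n = 2) in *Δcrp*, where CPM are counts scaled by TMM factors to a common total of the analysed genes. The succinate dehydrogenase genes *sdhABCD* had log2 fold changes from -2.37 to -1.57, with standard errors from 0.77 to 1.01, and none of them passed (edgeR adjusted p from 0.0681 to 0.261). These standard errors take in the spread of all 14 libraries. For *sdhA* the replicates lay close in *Δcrp* (130 ± 22.2 CPM, SD, n = 2) and WT (672 ± 19.2 CPM, SD, n = 2), but EvoCrp1 had 148 and 1349 counts. The replicates of *sdhC* and *sdhD* were less close. edgeR's exact test on the 2 strains alone called all 4 genes. Of the 5 uronic acid genes *garD*, *kduI*, *uxaA*, *uxaC* and *uxuA*, all were lower in *Δcrp* and 2 were DE, *kduI* (counts of 2 and 1 in *Δcrp*, at least 6.07-fold lower, edgeR adjusted p = 0.00414) and *uxaC* (log2 fold change -1.25, standard error 0.393, edgeR adjusted p = 0.0494). The galactitol genes *gatDYZ*, on the reverse strand, had the largest changes of these genes, with log2 fold changes from -6.49 to -5.75; *gatD* fell from 553 ± 35.3 CPM (SD, n = 2) to 6.41 ± 2.6 CPM (SD, n = 2). The 3 glucan genes *malPQS* were also DE, from -1.60 to -1.14 on the log2 scale. In all, the 19 genes were lower in *Δcrp* and 12 of them were DE, against 14 with the replicate number as a block, where *sdhA* and *sdhB* also passed, and 19 by edgeR's exact test. As a set, 17 TCA cycle genes had a median log2 fold change of -1.31 (limma camera adjusted p = 0.000659 over 10 gene sets, and 0.000417 with the block).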

Among these enriched pathways, downregulated genes were significantly associated with transporters, TCA cycle (*sucABCD and sdhABCD*) needed for energy generation during aerobic respiration, and carbohydrate metabolism involved in the processing of secondary carbon compounds such as uronic acid (*garD, kduI, uxaAC, uxuA*), galactitol (*gatDYZ*) and glucan (*malPQS*) metabolism. Downregulation of transporters was associated with the major glucose transporter (*ptsG*), secondary glucose transporters (*manXYZ*, *malEFGKX* and *lamB* that function under glucose limitation), transport of amino acids (*tdcC*, *proVXW*, *hisJ*, *livJKH*, *lysP*, *leuE*) and nucleotides (*tsx*, *uraA*, *nupCGX*), as well as alternate carbon transporters (*glpF*, *fruB*), in agreement with previous studies (electronic supplementary material, file S1). Moreover, we observed the upregulated genes to be significantly associated with other enzymes and, chaperone and folding catalysts. 

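The gene of the major glucose transporter, *ptsG*, lies on the forward strand from 1157869 to 1159302. Its expression fell from 1418 ± 24.7 CPM (SD, n = 2) in WT to 229 ± 57.5 CPM (SD, n = 2) in *Δcrp*, and it was DE (log2 fold change -2.63, standard error 0.411, edgeR adjusted p = 0.00161; adjusted p = 0.0013 with the replicate block). Of the 9 secondary glucose transport genes, *manXYZ*, *malEFGK* and *lamB* were DE and *malX* was not (log2 fold change -1.58, standard error 0.714, edgeR adjusted p = 0.146). *malK*, with 1 count in each *Δcrp* library, was at least 42.7-fold lower, and the other DE genes had log2 fold changes between -5.77 and -2.53. Taken as a set they had a median log2 fold change of -3.57 (limma camera adjusted p = 1.73e-22, and 2.62e-21 with the block). The paper names all 9 as lower in these same libraries, so this p is no independent support. All 10 amino acid transport genes were lower in *Δcrp*, from -1.72 to -0.99 on the log2 scale, and 6 were DE: *proX*, *proW*, *hisJ*, *livJ*, *livK* and *leuE*. *livH* passed the adjusted p but had an aFC of 1.99 (log2 fold change -0.99, standard error 0.285, edgeR adjusted p = 0.0342), and *tdcC*, *proV* and *lysP* did not pass. Of the 5 nucleotide transport genes, *nupC* and *nupG* were DE, while *tsx*, *uraA* and *nupX* had log2 fold changes between -1.92 and -1.21 with edgeR adjusted p-values from 0.0883 to 0.163. The alternate carbon transporters *glpF* (log2 fold change -2.15, standard error 0.364, edgeR adjusted p = 0.00269) and *fruB* (log2 fold change -2.25, standard error 0.578, edgeR adjusted p = 0.0222) were both DE. Of these 27 transport genes, all lower in *Δcrp*, 19 were DE, 22 with the block and 27 by edgeR's exact test.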

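In batch culture, 4 of the 5 heat shock protein and chaperone genes *ibpA*, *ibpB*, *hslR*, *htpG* and *cbpA* were DE and higher in *Δcrp* than in WT. The largest of these rises was that of *cbpA*, from 138 ± 10.9 CPM (SD, n = 2) in WT to 505 ± 106 CPM (SD, n = 2) in *Δcrp* (log2 fold change 1.88, standard error 0.307, edgeR adjusted p = 0.00217), followed by *ibpA* (log2 fold change 1.81, standard error 0.423, edgeR adjusted p = 0.0144). The remaining 2 of the 4, *htpG* and *hslR*, had log2 fold changes of 1.31 (standard error 0.251) and 1.08 (standard error 0.222). *ibpB* rose by a similar amount but did not pass (log2 fold change 1.55, standard error 0.639, edgeR adjusted p = 0.118). With the replicate number as a block the same 4 genes were DE, and the edgeR adjusted p-values of the 5 ranged from 0.000819 to 0.123. Over 12 chaperone genes, all of them higher in *Δcrp*, the median log2 fold change was 1.43 (limma camera adjusted p = 4.35e-10, and 1.63e-10 with the block).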

The chaperone genes (*ibpAB*, *hslR*, *htpG*, *cbpA*) are required to maintain proper protein turnover and integrity and their upregulation might indicate a response to the stress encountered by the cell [49]. Similarly, the genes of the other enzymes category were associated with fatty acid metabolic process (*ahr, cfa*), peptidoglycan biosynthesis (*murG, mepA*) and genes expressed in response to stress (*dosP, pphA, katE*). 

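All 7 of these genes were higher in *Δcrp* than in WT, and 5 of them were DE. Their log2 fold changes were 1.25 for *ahr*, 1.05 for *cfa*, 1.04 for *murG*, 1.23 for *pphA* and 1.19 for *katE*, with edgeR adjusted p-values between 0.00718 and 0.0496. Several of these lie close to the thresholds: the fold changes of the 5 genes go down to 1.04 on the log2 scale, where 2-fold is 1. *mepA* (log2 fold change 0.50, standard error 0.215, edgeR adjusted p = 0.132) and *dosP* (log2 fold change 1.02, standard error 0.513, edgeR adjusted p = 0.187) were not DE. The count of 5 DE genes did not change with the replicate number as a block.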

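The 5 genes *glcD*, *glcE* and *glcF* of glycolate oxidase and *aceA* and *aceK* of the glyoxylate shunt were all DE and higher in *Δcrp* than in WT in batch culture, with log2 fold changes from 1.15 to 2.11 and edgeR adjusted p-values from 0.000272 to 0.037. *glcD*, which lies on the reverse strand from 3126522 to 3128021, was the least precise of them (log2 fold change 1.71, standard error 0.499, edgeR adjusted p = 0.037) and rose from 7.59 ± 0.822 CPM (SD, n = 2) in WT to 25 ± 5.42 CPM (SD, n = 2) in *Δcrp*. *aceA* was far more abundant, at 3578 ± 95.5 CPM (SD, n = 2) in WT and 7941 ± 2.27 CPM (SD, n = 2) in *Δcrp* (log2 fold change 1.15, standard error 0.175, edgeR adjusted p = 0.00137). All 5 were also DE with the replicate number as a block, at edgeR adjusted p-values from 0.000315 to 0.0321. Over 10 glycolate and glyoxylate genes, 8 were higher in *Δcrp* and 2 lower, with a median log2 fold change of 1.00 (limma camera adjusted p = 0.000204, and 0.000417 with the block).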

Further, we found upregulated genes enriched in the TCA cycle and anaplerotic enzymes to be primarily involved in glycolate metabolism (*glcDEF*) and glyoxylate degradation (*aceAK*). These genes are unnecessary during glucose metabolism and their upregulation indicates an increase in hedging mechanism related to alternate carbon metabolism [45,50,51]. Overall, the considerable shifts in the transcriptome of these pathways emphasize the metabolic dysregulation caused by the loss of a global regulator.

We identified a significant fraction of KEGG-enriched downregulated genes (approx. 46%, *p* < 10^−26^) that were found to be regulated by CRP, as opposed to the upregulated genes (approx. 10%, *p* > 0.1) using targets identified from the EcoCyc database. Such gene expression patterns could be attributed to the direct and indirect effects of loss of CRP regulation. Moreover, approximately 61% (*p* < 10^−2^) of enriched downregulated genes were found to be regulated by sigma 70, the major growth-related sigma factor associated with RNA polymerase (figure 1*d*), corroborating the association of CRP with sigma 70 reported previously [10,11]. A significant fraction of enriched upregulated genes were regulated by stress-related sigma factors, sigma 38 (approx. 22%, *p* < 10^−4^) and sigma 32 (approx. 13%, *p* < 10^−2^). Presumably, this suggested the reallocation of RNA polymerase away from growth and towards stress-related genes as an indirect consequence of the loss of a global regulator.

As growth rate changes [52–54] have a profound effect on gene expression, we sought to disentangle the effects on the DE genes caused directly due to the loss of CRP from these growth-mediated effects. 

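A chemostat is a culture that is fed and drained at a constant rate, so that at steady state the cells of every strain grow at the rate set by the dilution, here 0.21 per hour. The feed medium was the batch medium, and cells were harvested after 3 to 5 residence times at steady state. The 2 WT libraries had 29581724 and 27072665 counts in total and the 2 *Δcrp* libraries 26868322 and 29773989. Ribosomal RNA took 67.7% and 68% of these counts in WT and 71.6% and 65.3% in *Δcrp*, a smaller part than in batch, which left 5502158 and 5775151 counts on the analysed genes in WT and 4227982 and 4751001 in *Δcrp*. *crp* had 2679 and 3166 counts in WT and 24 and 41 in *Δcrp* (log2 fold change -6.33, standard error 0.227, edgeR adjusted p = 2.9e-09). The authors made and deposited these counts in the same way as for batch growth, in a separate table that also holds the chemostat libraries of EvoCrp1 and EvoCrp3. The 8 chemostat libraries were fitted together, apart from the batch libraries, over 4343 genes. The coefficient of variation between replicates was 12% over all genes of the 8 chemostat libraries. A direct comparison of chemostat with batch libraries would also compare the 2 tables. The change between *Δcrp* and WT was therefore first estimated within each culture, and the pair of changes was then compared gene by gene through an interaction term in a fit of the batch and chemostat libraries together (4378 genes).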

We carried out RNA-sequencing of the WT and the *Δcrp* cultivated in glucose-limited chemostat conditions at a fixed dilution rate of 0.21 h^−1^. 

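In the chemostat, 1155 genes were DE between *Δcrp* and WT, 685 of them (59.3%) lower in *Δcrp* and 470 (40.7%) higher. Which direction held the majority depended on the scaling, since with total counts in place of TMM factors 46.1% of the DE genes were lower. The correlation of same-numbered WT and *Δcrp* libraries around their group means was -0.466 across genes, a negative value, as crossed numbers would give; 1139 genes were DE with the replicate number as a block and 1153 with the crossed pairing, which was chosen after seeing the data. Across 4333 genes, the log2 fold changes in batch and in the chemostat had a Pearson correlation of r = 0.631; genes are not independent replicates, and no p is given. Of the 29 genes of the TCA cycle (*sucABCD*, *sdhABCD*), of carbohydrate metabolism (*garD*, *kduI*, *uxaA*, *uxaC*, *uxuA*, *gatDYZ*, *malPQS*) and of glucose transport (*ptsG*, *manXYZ*, *malEFGKX*, *lamB*), all were lower in *Δcrp* in the chemostat too and 28 were DE, both without a block and under either pairing. The exception was *malQ* (log2 fold change -0.54, standard error 0.147, edgeR adjusted p = 0.00939). For 11 of the 29, *gatDYZ*, *manXYZ*, *malE*, *sucC*, *sucD*, *uxaA* and *uxaC*, the fall was larger in the chemostat than in batch by the interaction of the change with the culture (differences of 1.19 to 3.24 on the log2 scale); with total counts *gatZ*, *malE*, *sucC* and *sucD* did not pass. *ptsG* fell from 1179 ± 149 CPM (SD, n = 2) to 93.1 ± 6.03 CPM (SD, n = 2), with log2 fold change -3.66, standard error 0.166, edgeR adjusted p = 1.46e-08. The genes *sdhABCD*, which did not pass in batch, had log2 fold changes from -3.21 to -3.10 here, at edgeR adjusted p-values of at most 4.05e-08. As sets, the TCA cycle genes (limma camera adjusted p = 1.43e-11, 7.55e-11 with the block and 3.67e-11 with the crossed one) and the secondary glucose transporters (limma camera adjusted p = 1.61e-27, 4.53e-27 and 7.14e-27) were lower. Of the 10 genes that were higher in *Δcrp* in batch or named with them, the chaperone genes *ibpA*, *ibpB*, *hslR*, *htpG* and *cbpA* and the glycolate and glyoxylate genes *glcDEF* and *aceAK*, 2 were DE in the chemostat: *cbpA* was higher (log2 fold change 1.59, standard error 0.13, edgeR adjusted p = 1.79e-06) and *glcD* was lower in *Δcrp* (log2 fold change -2.99, standard error 0.205, edgeR adjusted p = 4.44e-07). Both were also DE under either pairing.

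**Figure D1:**
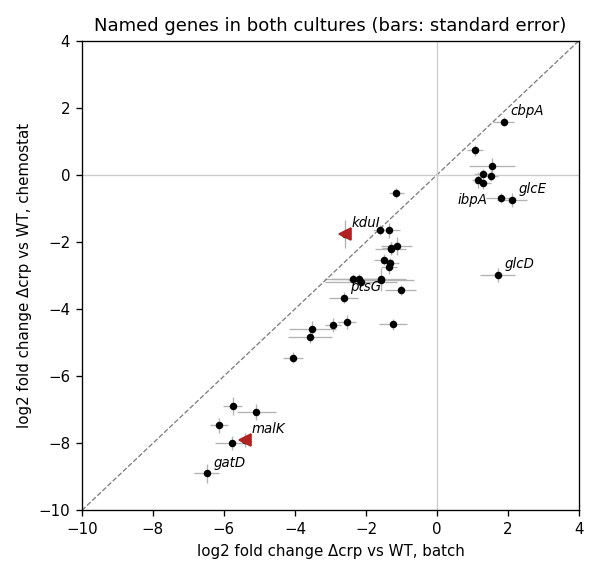
Log2 fold change between *Δcrp* and WT in batch culture (horizontal axis) and in the chemostat (vertical axis) for the 29 named genes of the TCA cycle, carbohydrate metabolism and glucose transport and the 10 named chaperone, glycolate and glyoxylate genes. Points are estimates over 2 libraries per strain and bars are standard errors. The triangles of *malK* and *kduI* stand at the smallest change that their counts in batch allow. The dashed line marks equal changes. Most genes lie in the lower left, while *glcD* is at 1.71 in batch and -2.99 in the chemostat.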

First, the key metabolic gene expression changes in glucose-limited chemostat cultivation for *Δcrp* compared to WT were consistent with that observed in glucose excess batch conditions. Further, the genes that were not differentially expressed in the glucose-limited chemostats were attributed to lowered growth rates. Genes that were differentially expressed in *Δcrp* compared to WT under chemostat conditions represent the genes that are specific to CRP regulation or genes that are not altered due to slow growth effects. These genes were used to distinguish the CRP regulation-specific and growth-mediated changes in KEGG pathways observed under batch exponential growth. Overall, we observed approximately 64% of the KEGG enriched upregulated genes (63 out of 104 genes) and downregulated genes (159 out of 242 genes) to be directly regulated by CRP, as opposed to 36% that were due to the slow growth rate mediated effects (figure 2*a*; electronic supplementary material, file S1). 

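Of the 321 genes downregulated in *Δcrp* in batch, 196 (61.1%, Wilson 95% interval 55.6 to 66.2%) were also DE and lower in the chemostat. Of the 159 upregulated genes, 97 (61%, 53.3 to 68.2%) were also DE and higher there. Together this makes 293 of 480 genes, 61% (56.6 to 65.3%). These shares are over all DE genes, since the KEGG gene lists are not used here, and the intervals cover counting error only; the libraries carry no molecular identifiers. The choice that moved the shares most was the chemostat threshold: with an adjusted p under 0.05 and no fold threshold there, 73.8% of the downregulated and 76.1% of the upregulated genes were shared. Under the replicate block in both fits the shares were 61.2% and 59.1%. A gene that is DE in one culture and not in the other is not thereby shown to change differently. The interaction term found 355 genes whose change differed between the cultures at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 117 with a lower and 238 with a higher log2 fold change in batch than in the chemostat, and 341 genes with the block. This split depends on the scaling: with total counts in place of TMM factors there were 289 lower and 142 higher, and 259 of the 355 passed again. The paper reasons that genes DE at the same growth rate in the chemostat respond to CRP and that genes DE in batch but not in the chemostat respond to slow growth, and from the overlap it concludes that the larger part of the changes in batch is directly regulated by CRP.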

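For the genes the paper names, calls in batch and in the chemostat were set side by side. Of the 8 TCA cycle genes *sucABCD* and *sdhABCD*, 4 were DE and lower in batch and all 4 of these were also DE and lower in the chemostat. Under the replicate block the numbers were 6 and 6. Of the 11 carbohydrate genes *garD*, *kduI*, *uxaA*, *uxaC*, *uxuA*, *gatDYZ* and *malPQS*, 8 were DE in batch and 7 of them, all but *malQ*, also in the chemostat, with or without the block. Of the 27 transport genes, 19 were DE in batch and 14 also in the chemostat, against 22 and 15 with the block. The glucose transport genes *ptsG*, *manXYZ*, *malEFGK* and *lamB* were all among the shared genes. None of these numbers comes from a KEGG category.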

Of the pathways found to be downregulated, we found 79% of carbohydrate metabolism genes (15 out of 19 genes), 68% of transport genes (56 out of 82 genes) and 81% of the TCA cycle genes (9 out of 11 genes) enriched due to CRP regulation. Similarly, of the upregulated pathways, genes for other enzymes were found to be under co-regulation of CRP and growth, whereas 83% of genes of chaperones and folding catalysts (5 out of 6 genes) and 80% of TCA cycle genes (4 out of 5 genes) were found to be enriched mainly due to the growth-mediated effects. 

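Among the 5 named chaperone genes, 4 were DE and higher in *Δcrp* in batch and 1, *cbpA*, was also DE and higher in the chemostat. Among *glcDEF* and *aceAK*, all 5 were DE in batch and 0 were DE and higher in the chemostat. Of the 7 genes of other enzymes, 5 were DE in batch and 3, *ahr*, *murG* and *katE*, also in the chemostat. Each of these counts was the same with the replicate number as a block. The interaction term tests whether the change in batch exceeds that in the chemostat. For the chaperones it was 2.54 (standard error 0.467, edgeR adjusted p = 0.00266) on the log2 scale for *ibpA* and 1.32 (standard error 0.307, edgeR adjusted p = 0.0129) for *htpG*, and it did not pass for *ibpB*, *hslR* and *cbpA* (edgeR adjusted p of 0.257, 0.469 and 0.647). Of these genes it was largest for *glcD* at 4.74 (standard error 0.523, edgeR adjusted p = 4.36e-05), followed by 2.91 (standard error 0.433, edgeR adjusted p = 0.000513) for *glcE*, and it also passed for *glcF*, *aceA* and *aceK* (edgeR adjusted p of 0.00168, 0.00634 and 0.000802), though not for *aceA* with total counts (edgeR adjusted p = 0.0701). As a set the chaperones did not differ between *Δcrp* and WT in the chemostat (median log2 fold change 0.25, limma camera adjusted p = 0.383, 0.389 with the block and 0.392 with the crossed one), while the glycolate and glyoxylate set was lower in *Δcrp* there (median -0.65, limma camera adjusted p = 0.0129, 0.014 and 0.0156).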

The KEGG-pathway-enriched DE genes identified to be CRP-specific were compared with known CRP regulated promoters from previous studies and prediction using consensus motif sequence of CRP binding. Indeed, the majority of these genes could be attributed to being direct targets of CRP (electronic supplementary material, file S1). Therefore, these data assert the significant regulation of CRP on several metabolic pathways.

**Figure 2.**
Dissecting the direct effects of CRP and mutation from the indirect effects of changes in growth rates. (*a*) The stacked plots showing the percentage of CRP-specific effects and growth-mediated effects in the genes of the downregulated and upregulated KEGG pathways in *Δcrp* versus WT. (*b*) The stacked plots showing the percentage of mutation-specific effects and growth-mediated effects in the genes of the downregulated and upregulated KEGG pathways in the EvoCrp strains (EvoCrp3 shown in figure) versus *Δcrp*. (*c*) The stacked plots showing the percentage of mutation-specific effects and growth-mediated effects in the genes of the downregulated and upregulated KEGG pathways in the IG116-*Δcrp* strain versus *Δcrp*. Significant pathways are denoted by asterisks (*p* < 0.05).

### 2.2. Adaptive evolution involves mutations in the intergenic region of the glucose transporter

To decipher how *Δcrp* copes with the perturbations in its global gene expression, we adaptively evolved five independent replicates of the mutant with multiple passages in batch culture with non-limiting glucose, strictly during the mid-exponential phase (electronic supplementary material, figure S1A). The mutant was evolved until the growth rate showed no further increase in subsequent passages. We observed that the growth defect in *Δcrp* was rapidly recovered (electronic supplementary material, figure S1B) within approximately 100 generations of adaptive evolution and the endpoint populations (EvoCrp) were further characterized in this study (electronic supplementary material, file S1).

We performed whole-genome resequencing (WGS) to identify the causal mutations in all the EvoCrp populations (electronic supplementary material, table S1 and text S1)*.* Out of eleven unique mutations detected across all the EvoCrp strains, six were in the upstream promoter sequence of the *ptsG* gene, a component of the phosphotransferase system (PTS) responsible for ATP-independent glucose uptake in *E. coli*, known to be under the positive regulation of CRP [9,11,18]. Previous studies involving aerobic evolution of the WT in glucose minimal media did not incur mutations in the promoter region of the *ptsG* gene [36,55,56]. This asserted that these mutations were indeed in response to the loss of CRP and not due to adaptation to glucose in the medium. The intergenic mutations were mostly SNPs specifically in the binding sites of the repressors namely Fis [57,58], Mlc [59,60] and ArcA [61], reported to repress *ptsG* gene expression (electronic supplementary material, figure S2). We therefore hypothesized that these mutations in the *ptsG* promoter region are responsible for altered binding affinity, resulting in the de-repression of the *ptsG* gene.

First, to examine the adaptive role of the mutations, we introduced the IG116 promoter mutation (as annotated in electronic supplementary material, table S1) in the *Δcrp* background. The introduction of the mutation resulted in approximately 85% recovery to the WT growth rate, thereby confirming the adaptive nature of the promoter mutations in the EvoCrp strains (electronic supplementary material, figure S3A,B and text S1). Next, to test our altered binding hypothesis, we characterized the *in vivo* binding affinity of Fis and Mlc in IG116-Δ*crp* mutant strain using CHIP-qPCR. We did not observe any significant enrichment for Fis or Mlc binding to the promoter either in the IG116-Δ*crp* strain or in the WT and *Δcrp* strains (electronic supplementary material, figure S4A-D), which was in agreement with a previous study in *E. coli* K-12 MG1655 [58]. This emphasized the fact that the regulation of *ptsG* is not dependent on the interplay of the regulators Fis and Mlc. Also, a detailed analysis of the WGS data indicated that most of the mutations in the *ptsG* promoter resulted in new transcriptional start sites (TSS) with ‘Pribnow’ box-like consensus sequence (electronic supplementary material, text S1), thereby reiterating that these *ptsG* promoter mutations could potentially augment the affinity of RNA Polymerase sigma 70, as previously observed in a recent study, albeit in a different genetic background [43]. However, the mutation profile and the binding profile of negative regulators on the *ptsG* promoter in our study were markedly different from the previous study that can be attributed to the underlying differences in the genetic background of the parent strains used for evolution in both the studies.

### 2.3. Adaptive rewiring of gene expression of metabolic pathways in EvoCrp strains

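Each of the 5 evolved populations, EvoCrp1 to EvoCrp5, is a separate line of *Δcrp* after adaptive laboratory evolution on glucose, and 2 biological replicates of each were sequenced in the same way and counted in the same table as the batch WT and *Δcrp*. The total counts of the 2 libraries were 25941283 and 24579162 for EvoCrp1, 21175309 and 19785848 for EvoCrp2, 23021968 and 20677035 for EvoCrp3, 23225773 and 21866810 for EvoCrp4 and 21919941 and 21079331 for EvoCrp5. On the analysed genes lay 3300603 and 3658043 counts in EvoCrp1, 2186528 and 2291495 in EvoCrp2, 3063947 and 3512588 in EvoCrp3, 3213392 and 2921198 in EvoCrp4 and 2959769 and 3543041 in EvoCrp5. The first *Δcrp* library had fewer counts on these genes than any of them, and it enters every comparison with *Δcrp*. The deleted gene *crp* had 16 and 12 counts in EvoCrp1, 8 and 8 in EvoCrp2, 13 and 19 in EvoCrp3, 11 and 7 in EvoCrp4 and 6 and 9 in EvoCrp5, as low as in the *Δcrp* parent. All 5 populations were compared with *Δcrp* and with WT as contrasts of the one fit over the 14 batch libraries, so that the comparisons share the *Δcrp* or the WT libraries and are not independent of each other.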

To understand the gene expression changes that enabled enhanced growth rate of the evolved strains, we characterized the transcriptome of the EvoCrp strains by comparing it to the *Δcrp* parent strain as well as the WT strain (electronic supplementary material, file S1). Broadly, all EvoCrp strains compared to *Δcrp* showed fewer DE genes (ranging from approx. 45 to approx. 350 DE genes) as opposed to approximately 700 DE genes observed in *Δcrp* compared to WT (electronic supplementary material, figure S5A). In addition, a higher proportion of DE genes in EvoCrp showed upregulation relative to *Δcrp* (electronic supplementary material, figure S6A–E)*.* To gain a preliminary understanding of the adaptive response of EvoCrp, we computed the correlation between the fold-change of gene expression in *Δcrp* versus WT and EvoCrp versus WT (electronic supplementary material, figure S7A-E) and observed a strong positive correlation (Pearson correlation coefficient, *r* = 0.74, *p* < 10^−15^). 

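Against *Δcrp*, 46 genes were DE in EvoCrp1, 170 in EvoCrp2, 98 in EvoCrp3, 54 in EvoCrp4 and 132 in EvoCrp5, each time fewer than between *Δcrp* and WT. Together 243 genes were DE in at least 1 population, and 25 in all 5, 8 of these up and 17 down. Among the other settings that keep the fold threshold, edgeR's exact test on the 2 strains of each comparison alone moved the number of EvoCrp2 most. By this test the numbers were 52, 374, 194, 244 and 198 for EvoCrp1 to EvoCrp5. With only the 2 groups in the quasi-likelihood fit they were 0, 12 and 20 for EvoCrp1, EvoCrp3 and EvoCrp5, but 248 and 190 for EvoCrp2 and EvoCrp4. Same-numbered EvoCrp3 and *Δcrp* libraries deviated in opposite directions (correlation -0.332 across genes). EvoCrp3 had 121 DE genes with the replicate number as a block and 104 with the numbers crossed. With each of the 4 libraries of a comparison left out in turn, at least 37 of the 46 genes of EvoCrp1 and 148 of the 170 of EvoCrp2 kept their direction and an aFC of at least 2. Of 17 genes listed from the paper for this comparison, 6, 8, 8, 7 and 7 were DE in EvoCrp1 to EvoCrp5, and 12, 10, 10, 10 and 11 with the p-values adjusted over the list alone.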

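Of the DE genes against *Δcrp*, 19 of 46 (41.3%) were upregulated in EvoCrp1, 94 of 170 (55.3%) in EvoCrp2, 41 of 98 (41.8%) in EvoCrp3, 26 of 54 (48.1%) in EvoCrp4 and 57 of 132 (43.2%) in EvoCrp5. With edgeR's exact test the upregulated genes were 23 of 52 in EvoCrp1 and 267 of 374, 106 of 194, 143 of 244 and 103 of 198 in EvoCrp2 to EvoCrp5. The log2 fold changes of *Δcrp* against WT and of EvoCrp against WT had Pearson correlations across genes of r = 0.72 for EvoCrp1, 0.39 for EvoCrp2, 0.727 for EvoCrp3, 0.72 for EvoCrp4 and 0.739 for EvoCrp5, 0.659 on average. Genes are not independent replicates, so no p is given. Both axes subtract the same 2 WT libraries, which by itself makes them correlate. When the first WT library was the baseline of *Δcrp* and the second that of EvoCrp, the mean r was 0.343, and with the WT libraries exchanged it was 0.487. The value of EvoCrp2 rested on genes with few counts: over the genes with at least 10 counts in every library it was 0.759.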

Also, the magnitude of the difference of fold change between EvoCrp and WT was lesser compared to *Δcrp* versus WT (*p* < 10^−15^, Mann–Whitney test). 

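The median absolute log2 fold change over all genes tested was 0.557 for *Δcrp* against WT. For EvoCrp1 to EvoCrp5 against WT it was 0.355, 0.283, 0.399, 0.336 and 0.48, that is 0.637, 0.508, 0.716, 0.602 and 0.861 of the value for *Δcrp*. Part of any such value is noise between replicates, and the *Δcrp* libraries include the one with the fewest counts. Over the genes with at least 10 counts in every library the ratios were 0.651, 0.571, 0.735, 0.635 and 0.836. No p is given for these ratios across genes. From the positive correlation and the smaller fold changes, the paper concludes that gene expression in EvoCrp was partly restored towards that of WT.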

Both of these observations indicated a partial restoration in EvoCrp gene expression states towards WT levels. 

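In the fit of the 14 batch libraries, 147 genes were DE between EvoCrp1 and WT, 103 between EvoCrp2 and WT, 147 for EvoCrp3, 120 for EvoCrp4 and 201 for EvoCrp5. Most were lower than in WT: 118, 89, 119, 104 and 176 genes, or 80.3%, 86.4%, 81%, 86.7% and 87.6%. In all 5 populations 81 genes were DE, 74 of them down and 7 up, out of 247 genes that were DE in any. By edgeR's exact test the numbers were 165, 185, 297, 285 and 395. Same-numbered libraries of WT and of EvoCrp1, EvoCrp2, EvoCrp3 and EvoCrp5 deviated in opposite directions, with correlations of -0.181, -0.218, -0.264 and -0.146. The DE genes of these 4 comparisons numbered 156, 111, 152 and 204 with the replicate number as a block and 120, 103, 150 and 168 with the numbers crossed. Of 27 genes listed from the paper, 20, 21, 20, 19 and 18 were DE in EvoCrp1 to EvoCrp5, and 23, 27, 21, 25 and 19 with the adjustment over the list alone.

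**Figure D2:**
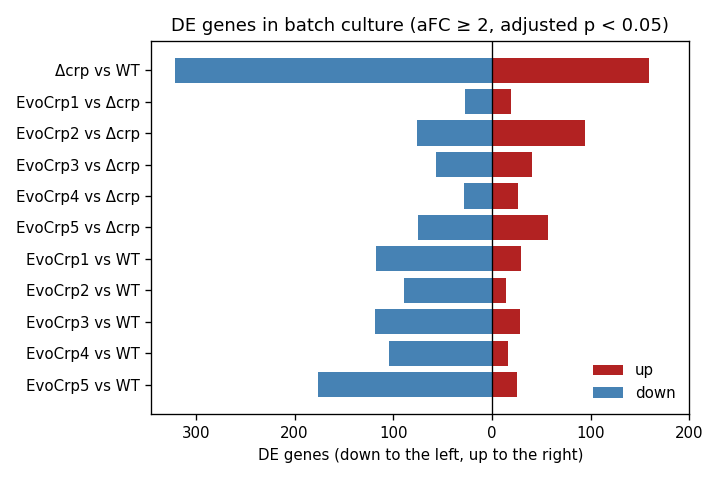
Number of DE genes in batch culture for *Δcrp* against WT and for each EvoCrp population against *Δcrp* and against WT, with upregulated and downregulated genes drawn on opposite sides of 0. Each comparison is of 2 libraries with 2 libraries. The bars of downregulated genes reach 321 for *Δcrp* against WT and 119 or fewer for EvoCrp against WT, except for EvoCrp5 at 176.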

The transcriptome comparison of the EvoCrp strains to the WT showed approximately 170–390 DE genes (electronic supplementary material, figure S5B) with a large number of genes found to be downregulated compared to the upregulated genes.

Next, we investigated the metabolic pathway enrichment in EvoCrp strains. 

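For EvoCrp against *Δcrp*, 10 gene sets written down from the pathways the paper names were tested in each population. The chaperones were lower in all 5 populations, with median log2 fold changes from -1.19 to -0.98 and limma camera adjusted p-values from 1.59e-16 to 6.81e-11. So were the glycolate and glyoxylate genes, from -1.19 to -0.69 (limma camera adjusted p from 2.77e-11 to 1.07e-05). Both sets also passed in all 5 with the replicate number as a block and in EvoCrp3 with the numbers crossed. Gene by gene, *ibpA*, *ibpB*, *hslR*, *htpG* and *cbpA* were lower in every population and DE in 11 of the 25 gene and population pairs (13 with the block), and *glcDEF* and *aceAK* in 16 of 25 (17 with the block). Of the transporters only the secondary glucose transporters were tested as a set. They passed in EvoCrp2, where they were higher (limma camera adjusted p = 0.00492, and 0.00477 with the block). In the others the adjusted p of this limma camera test was 0.182 or more, but with at least 10 counts in every library they were also higher in EvoCrp5 (0.00776). The osmotic stress genes passed in none of the 5 populations (limma camera adjusted p from 0.183 to 0.997). The TCA cycle genes passed in EvoCrp3 and EvoCrp5, where they were higher than in *Δcrp* with median log2 fold changes of 0.39 and 0.50 (limma camera adjusted p = 0.00336 and 0.000201, and 0.0034 and 0.000323 with the block), and with at least 10 counts in every library also in EvoCrp1 and EvoCrp4 (limma camera adjusted p = 0.0254 and 0.0218). Enrichment in KEGG categories was not analysed here.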

For instance, across a majority of EvoCrp strains compared to *Δcrp*, we observed upregulated genes significantly associated with transporters, and downregulated genes significantly associated with carbohydrate metabolism (related to osmotic stress), TCA cycle and anaplerotic enzymes (related to hedging mechanisms) and chaperone and folding catalysts (electronic supplementary material, file S1). The restoration in the gene expression in EvoCrp relative to *Δcrp* also suggested a repartitioning of RNA polymerase sigma factors, as indicated by the large fraction of the upregulated genes regulated by RNA polymerase sigma 70 (approx. 76%, *p* < 10^−5^) and the downregulated genes regulated by stress-related sigma factors, sigma 38 (approx. 37%, *p* < 10^−3^) and sigma 32 (approx. 14%, *p* < 10^−13^) (electronic supplementary material figure S8A–E). Overall, in EvoCrp strains, we observed rewiring of metabolic pathways, favouring growth over stress-related functions.

Further, KEGG pathway enrichment of the DE genes found in EvoCrp compared to WT indicated significant downregulation of TCA and anaplerotic enzymes (such as *sucABCD* and *sdhABCD*), carbohydrate metabolism (such as *gatDYZ*, *malPQS*), and lipid metabolism (such as *dhaKL*, *fadBI*) (electronic supplementary material, file S1). 

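All 18 of the named genes were lower than in WT in all 5 populations, and 57 of the 90 gene and population pairs were DE. The galactitol genes *gatDYZ* had the largest changes, from -5.99 to -4.80 on the log2 scale, and were DE in every population, as were *dhaK* and *dhaL*, from -4.29 to -2.52. *malPQS* were DE in 14 of 15 pairs, all but *malQ* in EvoCrp4 (log2 fold change -0.98, standard error 0.202, edgeR adjusted p = 0.0195). For *sucABCD* 16 of 20 pairs were DE. The exceptions were *sucB* in EvoCrp3 and *sucB*, *sucC* and *sucD* in EvoCrp5, with log2 fold changes from -0.94 to -0.83. None of the 20 pairs of *sdhABCD* was DE, at standard errors from 0.735 to 1.04 and edgeR adjusted p-values from 0.189 to 0.513; edgeR's exact test called 10 of them. *fadI* was DE in EvoCrp3 and EvoCrp5, and *fadB* in none. With the replicate number as a block all 10 pairs of *fadB* and *fadI* were DE, and 65 of the 90 pairs in all. With the numbers crossed, for the 4 populations whose libraries deviated oppositely to those of WT, it was 43 of 72 pairs. As a set, the TCA cycle genes were lower than in WT in EvoCrp1, EvoCrp2 and EvoCrp4 (limma camera adjusted p = 0.00479, 2.76e-05 and 0.00478, and 0.00142, 6.9e-06 and 0.0033 with the block). For EvoCrp3 and EvoCrp5 this limma camera test gave adjusted p-values of 0.0905 and 0.303.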

Additionally, we observed the downregulation of transporter genes (associated with secondary transporters of glucose such as *manXYZ*, *malEFGK*, *lamB*) that are unnecessary for exponential growth on glucose. By contrast, we observed no pathway to be significantly upregulated in EvoCrp strains except for the significant upregulation of amino acid metabolism and purine metabolism only in EvoCrp5. This indicated that the majority of the pathways that were affected in *Δcrp* were reverted in the EvoCrp strains to the pre-perturbed state (figure 3).

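The 8 genes *manXYZ*, *malEFGK* and *lamB* were DE and lower than in WT in each of the 5 populations. The log2 fold changes of *manXYZ* lay between -4.13 and -2.01, and those of *malEFGK* and *lamB* between -6.01 and -2.58, apart from *malK* in EvoCrp5, which had counts of 2 and 1 and was at least 68.6-fold lower. Over the 40 gene and population pairs the edgeR adjusted p-values ranged from 2.19e-06 to 0.0321, and all 40 were also DE with the replicate number as a block (edgeR adjusted p from 1.79e-06 to 0.0389). As a set, with *malX* added, they had median log2 fold changes from -3.92 to -2.89 in the 5 populations, with limma camera adjusted p-values of at most 3.57e-26, at most 1.69e-24 with the block and at most 2.13e-24 with the numbers crossed. The paper names the 8 genes as lower in these same libraries, so these p-values are no independent support.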

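The sets were also tested for rises against WT. The ribosomal proteins were higher in all 5 populations, with median log2 fold changes from 0.32 to 0.70 (limma camera adjusted p at most 0.000282, and at most 0.000426 with the block), but 0 of their 54 genes were DE in each of them. The chaperones passed in EvoCrp1 and EvoCrp5 (median log2 fold changes 0.39 and 0.30, limma camera adjusted p = 0.0217 and 0.0448), again with 0 DE genes. The osmotic stress genes passed in EvoCrp3 (median 0.13, limma camera adjusted p = 0.0459), with 2 of 15 genes DE. With at least 10 counts in every library the chaperones (limma camera adjusted p = 0.112 and 0.199) and the osmotic stress genes (0.179) no longer passed. Nor did the chaperones in EvoCrp5 with total counts, or the osmotic stress genes with total counts or the block (0.0508). With camera on ranks the chaperones passed in all 5 populations.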

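Counted gene by gene over all 480 genes that were DE between *Δcrp* and WT in batch, 352 (73.3%) were no longer DE between EvoCrp1 and WT. For EvoCrp2 the number was 385 (80.2%), for EvoCrp3 364 (75.8%), for EvoCrp4 371 (77.3%) and for EvoCrp5 325 (67.7%). Wilson 95% intervals of these shares run from 63.4 to 71.7% in EvoCrp5 and from 76.4 to 83.5% in EvoCrp2. A gene can leave the list by missing a threshold only narrowly. The count of genes that were also DE between EvoCrp and *Δcrp*, in the direction back to WT, was therefore set beside it: 39 genes (8.13%) in EvoCrp1, 129 (26.9%) in EvoCrp2, 78 (16.3%) in EvoCrp3, 52 (10.8%) in EvoCrp4 and 93 (19.4%) in EvoCrp5. Under the replicate block the shares no longer DE against WT were 72.9, 79.8, 76.2, 75.4 and 67.9% for EvoCrp1 to EvoCrp5.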

**Figure 3.**
Comparative analysis of the KEGG pathway enriched genes across all the strains. Heatmap depicting the genes of the significantly altered pathways in *Δcrp* compared to WT. These pathways were also analysed in the EvoCrp strains and IG116-*Δcrp* compared to *Δcrp* and WT to identify the pattern of recovery in the gene expression.

To disentangle the effects of increased growth on gene expression from the mutation-specific effects, we performed glucose-limited chemostat cultivations of two of the EvoCrp strains (EvoCrp1 and EvoCrp3) at a dilution rate of 0.21 h^−1^. 

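The chemostat libraries of EvoCrp1 had 29909950 and 31476137 counts in total and those of EvoCrp3 25602683 and 29211995, from 2 biological replicates each. Of these, 5462859 and 5865829 counts lay on the analysed genes in EvoCrp1 and 4467846 and 5424145 in EvoCrp3. *crp* had 55 and 42 counts in EvoCrp1 and 19 and 31 in EvoCrp3. The libraries are part of the same table of counts, made by the authors, and of the same fit as the chemostat libraries of WT and *Δcrp*, and the same thresholds were used. The EvoCrp1 replicates differed by little more than counting noise, with a chi-square of 1.31 per degree of freedom.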

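In the chemostat, 447 genes were DE between EvoCrp1 and *Δcrp*, 299 lower and 148 higher in EvoCrp1, and 495 between EvoCrp3 and *Δcrp*, 314 lower and 181 higher. The same-numbered libraries of EvoCrp3 and *Δcrp* deviated together (correlation 0.419), and 478 genes were DE with the replicate number as a block. The direction of the EvoCrp3 genes depended on the scaling. With total counts in place of TMM factors, 46.8% of the DE genes were lower in EvoCrp3, against 63.4%. The log2 fold changes between EvoCrp and *Δcrp* in batch and in the chemostat had a Pearson correlation across 4333 genes of r = -0.0864 for EvoCrp1 and 0.0844 for EvoCrp3, far below that of *Δcrp* against WT. The interaction of the change with the culture passed an adjusted p of 0.05 in edgeR's quasi-likelihood test for 425 genes in EvoCrp1 and 406 in EvoCrp3 (424 and 416 with the block).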

The DE genes observed in these EvoCrp strains when compared to *Δcrp* grown under chemostat conditions indicated the effects on gene expression mediated due to the *ptsG* promoter mutations acquired during ALE. These genes were then used to determine the growth-specific and mutation-specific effects across all the EvoCrp strains during its batch exponential growth. The mutation-specific effects involved downregulation of unnecessary metabolic genes irrespective of the growth and glucose (excess versus limiting) conditions. Further, changes in growth genes that were not differentially expressed in the glucose-limited chemostats were attributed to increased growth rates. 

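A gene that was DE between EvoCrp and *Δcrp* in batch was counted as mutation-specific when it was also DE in the same direction between EvoCrp1 or EvoCrp3 and *Δcrp* in the chemostat. Over all DE genes this held for 13 of 46 genes in EvoCrp1 (28.3%, Wilson 95% interval 17.3 to 42.5%), 26 of 170 in EvoCrp2 (15.3%, 10.7 to 21.5%), 19 of 98 in EvoCrp3 (19.4%, 12.8 to 28.3%), 13 of 54 in EvoCrp4 (24.1%, 14.6 to 36.9%) and 27 of 132 in EvoCrp5 (20.5%, 14.5 to 28.1%). Counting genes DE in either direction in the chemostat gave 39.1, 29.4, 34.7, 50 and 30.3%. With only the adjusted p required there it was 41.3, 26.5, 34.7, 31.5 and 40.2%, and with the replicate number as a block 26.2, 16.7, 18.2, 22.2 and 19.9%. EvoCrp2, EvoCrp4 and EvoCrp5 were not grown in the chemostat, so their shares use the calls of EvoCrp1 and EvoCrp3.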

Of the KEGG enriched DE genes, we observed 30–35% changes due to the *ptsG* promoter mutations as opposed to approximately 65–70% as a result of increased growth rate (figure 2*b*; electronic supplementary material, file S1). The mutation-specific effects across the majority of the EvoCrp strains entailed upregulation of genes responsible for glucose uptake (*ptsG*), as well as reduction of unnecessary genes involved in glycolate metabolism and amino acid degradation (electronic supplementary material, file S1).

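In the chemostat *ptsG* rose from 93.1 ± 6.03 CPM (SD, n = 2) in *Δcrp* to 1102 ± 5.95 CPM (SD, n = 2) in EvoCrp1 (log2 fold change 3.56, standard error 0.165, edgeR adjusted p = 3.39e-07) and to 1481 ± 92.2 CPM (SD, n = 2) in EvoCrp3 (log2 fold change 3.99, standard error 0.168, edgeR adjusted p = 1.86e-07). With the replicate number as a block the edgeR adjusted p-values were 3.04e-06 and 1.51e-06. The rise did not differ detectably from that in batch, with interaction terms of -0.34 (standard error 0.475, edgeR adjusted p = 0.695) in EvoCrp1 and -0.50 (standard error 0.475, edgeR adjusted p = 0.551) in EvoCrp3. Of the glycolate oxidase genes, *glcD* was DE and lower than in *Δcrp* in both (log2 fold change -1.34 in EvoCrp1 and -1.07 in EvoCrp3), *glcE* was DE in EvoCrp1 (log2 fold change -1.16, standard error 0.221, edgeR adjusted p = 0.00272), and *glcF* in neither. The block left these calls as they were. As sets, the glycolate and glyoxylate genes (limma camera adjusted p = 0.353 and 0.479, and 0.322 and 0.491 with the block) and the amino acid degradation genes (limma camera adjusted p = 0.144 and 0.479, and 0.138 and 0.491 with the block) did not pass in EvoCrp1 or EvoCrp3, where the median log2 fold changes of the amino acid degradation genes were 0.23 and 0.21. The chaperones were higher than in *Δcrp* there (median log2 fold changes 0.78 and 0.63, limma camera adjusted p = 1.61e-06 and 0.000111, and 4.49e-06 and 0.000248 with the block), while in batch they were lower. The difference between the cultures was tested for single genes and not for the set. The paper reasons that genes DE at the fixed growth rate reflect the *ptsG* promoter mutations and that genes DE in batch only reflect faster growth, and it names the rise of *ptsG* and the reduction of unnecessary genes as the part due to the mutations.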

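IG116-*Δcrp* is *Δcrp* with the *ptsG* promoter mutation IG116 of EvoCrp1 introduced by site-directed mutagenesis, without laboratory evolution. It was sequenced from 2 biological replicates of batch culture. The authors counted reads per gene as before and deposited these counts in the same table as the chemostat libraries, so a difference between the tables would enter every comparison of IG116-*Δcrp* with batch libraries. The 2 libraries had 24931575 and 31156943 counts in total, 6438197 and 10146170 of them on the analysed genes, more than any other library, and ribosomal RNA took 66.6% and 58.5%. *crp* had 20 and 37 counts. IG116-*Δcrp* was fitted together with the 14 batch libraries over 4371 genes.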

Next, we asked whether the restoration pattern is relevant even in the case of the introduction of a single point mutation in a *Δcrp* strain (IG116-Δ*crp*). 

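Between IG116-*Δcrp* and *Δcrp*, 132 genes were DE, 57 lower and 75 higher in IG116-*Δcrp* (158 with the replicate number as a block, at a correlation of 0.245 between the deviations of same-numbered libraries). Which direction was more frequent depended on whether rRNA, tRNA and sRNA genes were kept. Total counts in place of TMM factors left the higher genes in the majority. The share of lower genes was 43.2% with TMM factors, 27.5% with total counts and 58.4% with rRNA, tRNA and sRNA genes kept in. *ptsG* had a log2 fold change of 1.88 against *Δcrp* (standard error 0.386, edgeR adjusted p = 0.0189, and 0.0171 with the block). It did not differ detectably from WT (log2 fold change -0.76, standard error 0.373, edgeR adjusted p = 0.201). Against WT, 319 genes were DE, 220 of them lower. Of 8 genes listed from the paper for the comparison with *Δcrp*, 6 were DE, and 6 with the adjustment over the list alone.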

We observed substantial differences in the gene expression patterns of metabolic pathways (IG116-Δ*crp* versus *Δcrp*) compared to the evolved populations (EvoCrp versus *Δcrp*) that emphasized the implication of ALE in facilitating the final phenotypic outcome of the organism (electronic supplementary material, file S1 and text S1). 

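Of the 132 genes DE between IG116-*Δcrp* and *Δcrp*, 67 (50.8%, Wilson 95% interval 42.3 to 59.1%) were also DE in either direction between *Δcrp* and WT in the chemostat, where growth rates are equal. With the opposite direction required it was 40.9%, with the adjusted p alone in the chemostat 69.7%, and with the replicate number as a block 48.1%. The genes *glcDEF*, *aceA* and *aceK* were all DE and lower than in *Δcrp*, with log2 fold changes from -2.48 to -1.28 and edgeR adjusted p-values from 0.000557 to 0.0158 (0.000907 to 0.0132 with the block). As a set the glycolate and glyoxylate genes had a median log2 fold change of -1.20 (limma camera adjusted p = 5.97e-13, and 9.42e-12 with the block). The amino acid degradation genes had a median of -0.43 and also passed (limma camera adjusted p = 0.000489, and 0.000243 with the block). The osmotic stress genes did not (median 0.07, limma camera adjusted p = 0.708, and 0.713 with the block). The secondary glucose transporters, as genes of alternate carbon uptake, had a median of 0.18 (limma camera adjusted p = 0.977, and 0.939 with the block).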

Despite the differences, on determining the genes unperturbed as a result of increased growth rate and that responded purely to the introduced point mutation, IG116-Δ*crp* showed a reduction in unnecessary genes associated with alternate carbon metabolism, amino acid degradation and osmotic stress, akin to the evolved populations (figure 2*c*; electronic supplementary material, file S1). The amino acid degradation genes are associated with the degradation of amino acids that yield ammonia as the end product that can potentially quench the nitrogen requirement of the organism [62]. These genes were found to be upregulated in *Δcrp* mutant compared to WT. 

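Over 22 amino acid degradation genes, 9 were higher and 13 lower in *Δcrp* than in WT in batch, with a median log2 fold change of -0.27, and the set did not pass (limma camera direction down, adjusted p = 0.393, and 0.454 with the block). In batch 7 genes of the set were DE, 4 of them lower and the others higher in *Δcrp*. In the chemostat 7 of the 22 genes were higher and 15 lower, with a median of -0.89 (limma camera direction down, adjusted p = 0.0359, 0.0314 with the block and 0.0243 with the numbers crossed). The set did not pass there under every other setting. The genes of the set were written down by hand in advance and are not the paper's KEGG genes, so a difference from the paper compares unlike lists.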

As a result of the IG116 mutation, we speculate that the mutant strain was able to overcome the nitrogen deficiency, thereby eliminating the need to generate ammonia by amino acid degradation rendering them unnecessary. Overall, amino acid degradation, alternate carbon metabolism and osmotic stress-related genes represent the unnecessary genes that cause a burden on the proteome, thereby constraining optimal biomass synthesis. As faster growth has an inverse correlation with the expression of unnecessary genes, the IG116 mutation enabled reduction of the allocation of resources towards unnecessary or stress-related genes and increased allocation of resources towards the expression of the necessary growth-related genes, similar to the EvoCrp strains.

### 2.4. Accumulation of metabolites illustrates strain-specific growth effects

Next, to evaluate the metabolite levels that mirror the shifts in growth profiles [63,64], we characterized several metabolites of central carbon metabolism in the mid-exponential phase of batch growth in WT, *Δcrp* and the evolved strains using ^13^C-labelled metabolomics (electronic supplementary material, file S1) and the statistically significant metabolites (FDR < 0.05) were represented as boxplots (electronic supplementary material, figure S9). We integrated the metabolite levels with its cognate gene expression profiles to unravel the strain-specific adjustments at key nodes of metabolic pathways. Modulation of glucose uptake in *E. coli* can be inferred from the pool size of the physiological signal molecule cAMP, an inducer of CRP activity (figure 4*a*). We measured the intracellular cAMP levels and found that the deletion of CRP leads to approximately 55-fold higher (adj-*p* < 10^−9^) accumulation of cAMP compared to the WT (figure 4*b*). Counterintuitively, we observed no change in *cyaA* gene expression, which generates cAMP from ATP, and is known to be activated by the phosphorylated EIIA (*crr*) component of the PTS system (figure 4*b*) [65–67]. 

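*cyaA*, on the forward strand from 3991153 to 3993699, had 748 ± 67.9 CPM (SD, n = 2) in WT and 1038 ± 41.1 CPM (SD, n = 2) in *Δcrp* in batch culture. The difference was not significant (log2 fold change 0.47, standard error 0.245, edgeR adjusted p = 0.201, and 0.177 with the replicate number as a block). *crr*, the gene of EIIA, was also not DE (log2 fold change -0.47, standard error 0.221, edgeR adjusted p = 0.156, and 0.135 with the block).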

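In batch culture, *cpdA*, the gene of the cAMP phosphodiesterase on the reverse strand from 3176006 to 3176833, had 159.6 ± 8.91 CPM (SD, n = 2) in *Δcrp* against 341 ± 44.8 CPM (SD, n = 2) in WT. It was DE (log2 fold change -1.09, standard error 0.197, edgeR adjusted p = 0.00371, and 0.00423 with the replicate number as a block).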

The *cpdA* gene, responsible for degrading cAMP, had lower expression in *Δcrp* (figure 4*a*). After evolution, we observed an approximately 8-fold decrease in cAMP levels without associated changes in gene expression across all EvoCrp strains relative to *Δcrp* that indicated an evolutionary restoration of cAMP levels albeit inefficiently (electronic supplementary material, figure S10A). 

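Neither *cyaA* nor *cpdA* was DE in any EvoCrp population against *Δcrp*. The log2 fold changes of *cyaA* lay between -0.43 and -0.17 (edgeR adjusted p from 0.283 to 0.796, and from 0.242 to 0.725 with the replicate number as a block). Those of *cpdA* lay between -0.29 and 0.11 (edgeR adjusted p from 0.364 to 0.867, and from 0.368 to 0.859 with the block). At standard errors near 0.245 for *cyaA*, changes of this size were not detectable.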

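The expression of 34 genes of the electron transport chain and ATP synthase was tested as a set. Against *Δcrp* their median log2 fold changes were 0.73, -0.14, 0.76, 0.17 and 0.78 in EvoCrp1 to EvoCrp5, and the set was higher in EvoCrp1, EvoCrp3, EvoCrp4 and EvoCrp5 (limma camera adjusted p = 1.79e-08, 3.2e-09, 0.000853 and 1.78e-12, and 3.1e-08, 4.29e-09, 0.00128 and 5.03e-12 with the replicate number as a block). In EvoCrp2 it did not pass (limma camera adjusted p = 0.0804, and 0.0975 with the block), but it passed and was higher with total counts (0.0198) and with at least 10 counts in every library (0.000186), over a range of 0.000186 to 0.227. Against WT the set passed in none of the 5 (limma camera adjusted p from 0.0645 to 0.62). With the block, the limma camera adjusted p-values against WT ran from 0.0284 to 0.777, and 1 population passed. This was EvoCrp2, where the set was lower than in WT (median log2 fold change -0.30). It also passed there with the numbers crossed (limma camera adjusted p = 0.0377).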

On the contrary, there were no significant changes in the ATP levels across all the strains (electronic supplementary material, figure S10B), which mostly agrees with the gene expression of the electron transport chain coupled to ATP synthesis (electronic supplementary material, file S1). Since the pool sizes of ATP and cAMP are vastly different in magnitude, we related the concentrations obtained in our study with the absolute concentrations reported for *E. coli* K-12 MG1655 strain under similar glucose respiratory conditions [68]. First, we estimated the average concentration (height ratio per gram dry cell weight (DCW)) for ATP and cAMP for each of the strains. Next, we normalized the cAMP level by its ATP level for each of the strains (electronic supplementary material, file S1). We assumed that 0.36% of ATP is used for the production of cAMP in the case of WT. Considering the changes in cAMP and ATP pools in the *Δcrp* and the evolved strains, we obtained that 20% and 3–5% of ATP were used for cAMP synthesis in the *Δcrp* and EvoCrp strains respectively (electronic supplementary material figure S10C, file S1), that might be suggestive of partial recovery of optimization of ATP usage in the EvoCrp strains.

**Figure 4.**
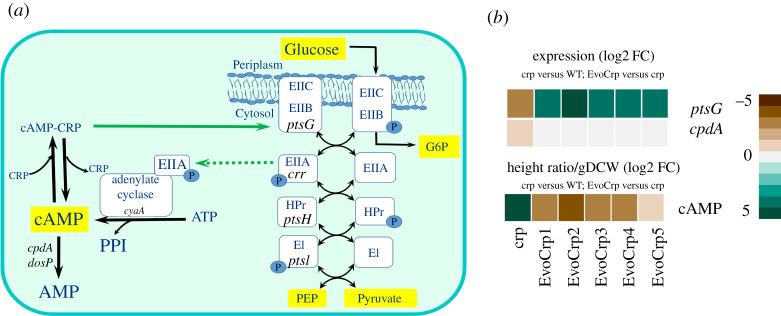
The fate of cAMP in the strains. (*a*) Network diagram of PEP-PTS system for glucose uptake with a schematic representation of the regulation on cAMP by the enzymes of PEP-PTS. Key metabolites of the pathway are shown in yellow blocks. The green solid arrow indicates positive gene regulation from our study and the green dotted arrow indicates positive regulation of activity from literature evidence. (*b*) Expression profile of the DE genes of PEP-PTS with the metabolite levels of cAMP. Fold change values for gene expression and metabolite levels are obtained by comparing *Δcrp* versus WT and EvoCrp versus *Δcrp*. Expression values are obtained from the average of two biological replicates expressed as log2 FC. Metabolite levels are obtained from the average of three biological and two technical replicates expressed at height ratio/gDCW (log2 FC). G6P, glucose-6-phosphate; PEP, phosphoenolpyruvate.

The gene expression pattern of *ptsG* (figure 4*b*) in EvoCrp strains corroborates with the nature of mutations in the promoter of the *ptsG* gene. 

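*ptsG* was DE and higher than in *Δcrp* in all 5 populations. Its log2 fold changes were 3.23 in EvoCrp1, 4.86 in EvoCrp2, 3.43 in EvoCrp3, 3.75 in EvoCrp4 and 3.35 in EvoCrp5, with standard errors from 0.421 to 0.453 and edgeR adjusted p-values from 0.000971 to 0.0102. With the replicate number as a block the edgeR adjusted p-values were 0.000762 to 0.0102, and for EvoCrp3 with the numbers crossed 0.00555. Expression reached 2143 ± 1310 CPM (SD, n = 2) in EvoCrp1, whose libraries differed most, 6666 ± 1110 CPM (SD, n = 2) in EvoCrp2, 2461 ± 638 CPM (SD, n = 2) in EvoCrp3, 3085 ± 140 CPM (SD, n = 2) in EvoCrp4 and 2328 ± 808 CPM (SD, n = 2) in EvoCrp5. Against WT, only the level of EvoCrp2 was DE (log2 fold change 2.23, standard error 0.402, edgeR adjusted p = 0.00924). The other four had log2 fold changes from 0.60 to 1.12 against WT and edgeR adjusted p-values from 0.215 to 0.483; edgeR's exact test called 2 of the 5. The paper states that this expression pattern follows the nature of the mutations in the *ptsG* promoter.

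**Figure D3:**
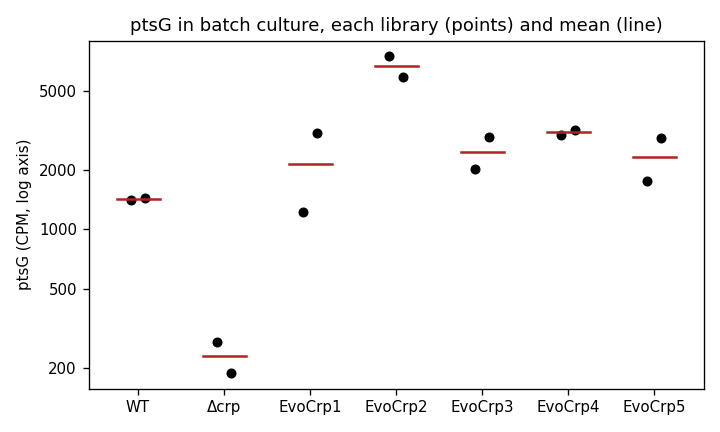
Expression of *ptsG* in batch culture in WT, *Δcrp* and EvoCrp1 to EvoCrp5, in TMM-scaled CPM of the analysed genes on a log axis. Points are single libraries, 2 per strain, and their mean is marked. The *Δcrp* points lie lowest and the EvoCrp2 points highest.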

Since glucose uptake in *E. coli* involves group translocation with the donation of phosphate from phosphoenolpyruvate (PEP) (figure 4*a*), we monitored the PEP levels [65,69]. We observed an increase in PEP concentration (aFC ∼ 8-fold) in *Δcrp* compared to the WT (figure 5*b*; electronic supplementary material, figure S9). Recovery of PEP levels was observed across the majority of the Evo*Crp* strains (aFC ∼ 6-fold, versus *Δcrp*). Akin to PEP, 3-phosphoglycerate (3PG) was found to be higher in *Δcrp* (aFC ∼ 3-fold, versus WT) and its level was reduced in EvoCrp strains (aFC ∼ 2-fold, versus *Δcrp*). Since increases in PEP and 3PG levels represent reliable indicators of carbon limitation [70], their recovery promptly sheds light on the restoration of carbon import. PEP is a precursor of the aromatic amino acids, namely phenylalanine, tyrosine and tryptophan. Concomitant with an increase in PEP levels, we observed a higher concentration of phenylalanine levels (aFC ∼1.4) in *Δcrp* (figure 5*b*; electronic supplementary material, figure S9). Conversely, gene expression of aromatic amino acid biosynthesis genes, namely *aroF* (aFC ∼ 19)*, tyrA* (aFC ∼ 13) and *trpAB* (aFC ∼ 3), showed significant downregulation in *Δcrp* mutant. Such antagonism highlighted the known negative feedback regulation of amino acid biosynthesis [71]. However, EvoCrp strains retained corresponding levels of phenylalanine compared to *Δcrp,* despite lowered levels of PEP and upregulation of *aroF* gene expression (aFC > 7). 

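The 4 genes were DE and lower in *Δcrp*, by an aFC of 19.1 for *aroF*, 13.4 for *tyrA*, 3.49 for *trpA* and 3.73 for *trpB*. The change of *aroF* was the least precise (log2 fold change -4.26, standard error 1.22, edgeR adjusted p = 0.0341): its counts were 2259 and 6362 in the 2 WT libraries and 140 and 218 in the *Δcrp* libraries. *tyrA*, which lies beside *aroF* on the chromosome, was similar (log2 fold change -3.75, standard error 1.14, edgeR adjusted p = 0.0429). The edgeR adjusted p-values of *trpA* and *trpB* were 0.0269 and 0.0229. Under the replicate block those of all 4 genes lay between 0.0159 and 0.0235. Over 18 aromatic amino acid synthesis genes the median log2 fold change was -0.09 and the set did not pass (limma camera adjusted p = 0.393, and 0.418 with the block).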

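*aroF* was higher than in *Δcrp* in all 5 populations, by an aFC of 18.7 in EvoCrp1, 7.68 in EvoCrp2, 2.91 in EvoCrp3, 2.35 in EvoCrp4 and 16.5 in EvoCrp5. At standard errors between 1.1 and 1.22 on the log2 scale none of these differences was significant (edgeR adjusted p from 0.0902 to 0.643, and from 0.0803 to 0.642 with the replicate number as a block). The call depended on the test: edgeR's exact test called *aroF* in all 5 populations, and DESeq2 in 2. The 2 libraries of EvoCrp1 had 9754 and 1238 counts of *aroF* and those of EvoCrp4 971 and 429.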

Pyruvate, an α-keto acid and end product of glycolysis, is a precursor of the branched-chain amino acids alanine, valine, leucine and isoleucine (figure 6*a*). We found a reduction in valine (aFC ∼ 1.5-fold) and an increase in leucine levels (aFC ∼ 2-fold) in *Δcrp* compared to WT. By contrast, we observed, reduction in valine (aFC ∼ 2.3-fold; figure 6*d*; electronic supplementary material, figure S9) and no significant changes in leucine in the EvoCrp strains compared to *Δcrp*.

**Figure 5.**
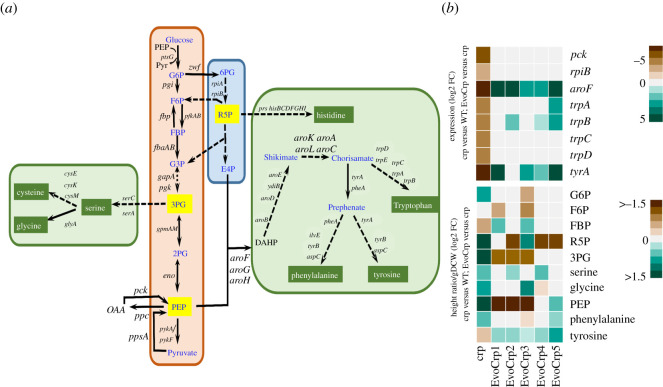
Integrated transcriptomics and metabolomics analysis at glycolytic and pentose phosphate pathway (PPP) nodes. (*a*) A network diagram depicting the glycolytic pathway, PPP and amino acid biosynthetic pathways generating from the precursor metabolites of glycolytic and PPP pathway. (*b*) Expression profile of DE genes and metabolite levels significantly altered in the glycolytic, PPP and amino acid biosynthetic pathways, were obtained by comparing *Δcrp* versus WT and EvoCrp versus *Δcrp*. Expression values are obtained from the average of two biological replicates expressed as log2 FC. Metabolite levels are obtained from the average of three biological and two technical replicates expressed as log2 FC of height ratio/gDCW. G6P, glucose-6-phosphate; PEP, phosphoenolpyruvate; F6P, fructose-6-phosphate; FBP, fructose 1,6-bisphosphate; 3PG, glycerate-3-phosphate; R5P, ribose-5-phosphate.

**Figure 6.**
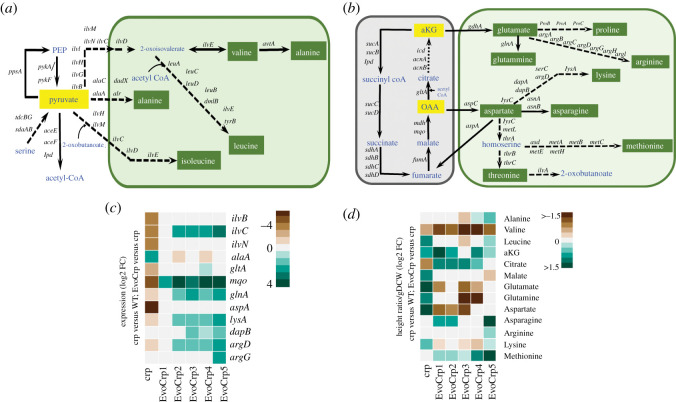
Integrated transcriptomics and metabolomics analysis at pyruvate and TCA cycle nodes. (*a*) A network diagram depicting branch points from pyruvate node and amino acid biosynthetic pathways generating from the precursor metabolite pyruvate. (*b*) A network diagram depicting branch points from TCA cycle and amino acid biosynthetic pathways generating from the precursor metabolites of TCA cycle. (*c*) Expression profiles of DE genes of pyruvate node, TCA cycle and amino acid biosynthetic pathways were obtained by comparing *Δcrp* versus WT and EvoCrp versus *Δcrp*. Expression values are obtained from the average of two biological replicates expressed as log2 FC. (*d*) Metabolite levels perturbed at the pyruvate node, TCA cycle and amino acid biosynthetic pathways, were obtained by comparing *Δcrp* versus WT and EvoCrp versus *Δcrp*. Metabolite levels are obtained from the average of three biological and two technical replicates expressed as log2 FC of height ratio per g DCW. PEP, phosphoenolpyruvate; aKG, α-ketoglutarate; OAA, oxaloacetate.

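Of 13 genes of these nodes, *pck*, *rpiB*, *ilvB*, *ilvC*, *ilvN*, *alaA*, *mqo*, *glnA*, *aspA*, *lysA*, *dapB*, *argD* and *argG*, 7 were DE between *Δcrp* and WT, 6 lower and 1 higher in *Δcrp* (7 with the replicate number as a block). Their log2 fold changes ranged from -3.74 to 1.19 and their edgeR adjusted p-values from 1.66e-06 to 0.0229. *rpiB*, *glnA*, *lysA*, *dapB*, *argD* and *argG* were not DE, with log2 fold changes from -1.29 to -0.28 and edgeR adjusted p-values from 0.0771 to 0.476.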

We also determined the concentrations of citrate and other α-keto acids like alpha-ketoglutarate (*α*KG) and oxaloacetate (OAA), which are key intermediates of the TCA cycle (figure 6*b*). In *Δcrp*, citrate level was lower (aFC approx. 1.75) compared to WT, in agreement with the reduced gene expression of *gltA* (figure 6*c,d*), whereas its levels were restored after evolution despite no alteration in gene expression that might be attributed to increased TCA cycle activity in the EvoCrp strains [72]. 

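The citrate synthase gene *gltA*, on the reverse strand from 753185 to 754468, fell from 1647 ± 31 CPM (SD, n = 2) in WT to 763 ± 15.8 CPM (SD, n = 2) in *Δcrp* and was DE (log2 fold change -1.11, standard error 0.241, edgeR adjusted p = 0.0098, and 0.0076 with the replicate number as a block). In the EvoCrp populations it was not DE against *Δcrp*. Its log2 fold changes there lay between 0.06 and 0.41, each with a standard error of 0.239 (edgeR adjusted p from 0.399 to 0.938, and from 0.374 to 0.961 with the block).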

We observed approximately 1.7-fold higher concentration of *α*KG in *Δcrp* compared to the WT as well as in EvoCrp compared to *Δcrp* (figure 6*d*; electronic supplementary material, figure S9). *α*KG accumulation has been known to indicate nitrogen limitation and is a measure of the anabolic functions of the organism [73]. Since *α*KG generation is associated with the synthesis of many proteinogenic amino acids [71], we speculate that the high intracellular levels of *α*KG in *Δcrp* as well as EvoCrp, might indicate either a possible scenario of nitrogen limitation or increased synthesis of amino acids to account for protein biomass. The *α*KG is a precursor for the amino acids glutamate, glutamine, arginine and proline. In *Δcrp* compared to WT, glutamate levels were upregulated (aFC ∼ 3), whereas in the EvoCrp strains compared to *Δcrp,* we observed reduced levels of glutamate (aFC ∼ 1.6). OAA, which can be interpreted from malate levels in the cell [74], serves as a precursor of amino acids like aspartate, asparagine, lysine, threonine and methionine levels (figure 6*b*). Concomitant with the higher OAA (inferred from malate, aFC ∼ 2-fold) levels, a ∼ 2.5-fold higher aspartate and ∼ 1.5-fold higher levels of lysine were seen in *Δcrp* mutant compared to WT (figure 6*d*; electronic supplementary material, figure S9). Despite no changes in OAA (inferred from malate) levels and approximately 1.75-fold reduction in aspartate concentration, we observed 1.6-fold higher asparagine and identical lysine levels in EvoCrp strains compared to *Δcrp*. Methionine, which showed no change in its concentration in *Δcrp* compared to the WT, was 1.6-fold higher in all the EvoCrp strains compared to its parent *Δcrp.* Thus, concomitant with changes in precursors, we observed changes in proteinogenic amino acids, which elucidated an inefficient utilization towards its cellular objectives or protein biomass.

### 2.5. Physiological characterization agrees with the underlying molecular mechanism that defines shifts in growth

To evaluate how the changes in the transcriptome and the metabolome have directly impacted the phenotype of the organism, we characterized the growth rate, glucose uptake rate (GUR), acetate production rate (APR), oxygen uptake rate (OUR) and biomass yield (electronic supplementary material, file S1). It is to be noted that the maximum exponential growth rate was used as a metric to determine the growth fitness. We observed a marked reduction in growth rate (approx. 57%) in *Δcrp* strain compared to WT (figure 7*a*). The GUR and OUR in *Δcrp* were both significantly reduced by approximately 56%, compared to the WT (*p* < 0.05, Student's *t*-test) (figure 7*b,c*), which can be attributed to the reduction in gene expression of *ptsG* (figure 4*b*) and oxidative phosphorylation (electronic supplementary material, file S1), respectively. 

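*ptsG* was 6.19-fold lower in *Δcrp* than in WT. The 34 oxidative phosphorylation genes had a median log2 fold change of -0.69 between *Δcrp* and WT, with 22 of them lower, and passed as a set (limma camera adjusted p = 0.00314, and 0.00229 with the replicate number as a block). Taken one by one, 7 of these genes were DE.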

Similar trends were also observed in APR as well, despite no changes in its gene expression (figure 7*d*). Conversely, we observed an increase in growth rate (112%, *p* < 0.05; figure 7*a*) as well as GUR (approx. 130%, *p* < 0.05; figure 7*b*) and APR (approx. 115%, *p* < 0.05; figure 7*d*) in all EvoCrp strains compared to the *Δcrp*. 

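The genes of acetate formation, *pta* and *ackA* of the phosphotransacetylase pathway and *poxB* of pyruvate oxidase, were not DE between *Δcrp* and WT. Their log2 fold changes were 0.43 (standard error 0.184) for *pta*, 0.19 (standard error 0.274) for *ackA* and 0.44 (standard error 0.253) for *poxB*. The edgeR adjusted p-values were 0.13, 0.673 and 0.253, and they lay between 0.135 and 0.675 with the replicate number as a block.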

The OUR in EvoCrp showed variability in its increase compared to *Δcrp* ranging from approximately 99% to approximately 155% (figure 7*c*). Further, we calculated the pairwise correlation of growth rate with GUR (Pearson correlation coefficient, *r* = 0.96, *p* < 10^−3^) and growth rate with OUR (Pearson correlation coefficient, *r* = 0.92) (figure 8*a,b*). This indicated that lowered GUR and lowered OUR strongly correlated with an overall reduction of growth rate in the *Δcrp* strain. In summary, our data suggested that all the parallel populations converged to phenotypes similar to WT at the end of ALE within approximately 100 generations.

**Figure 7.**
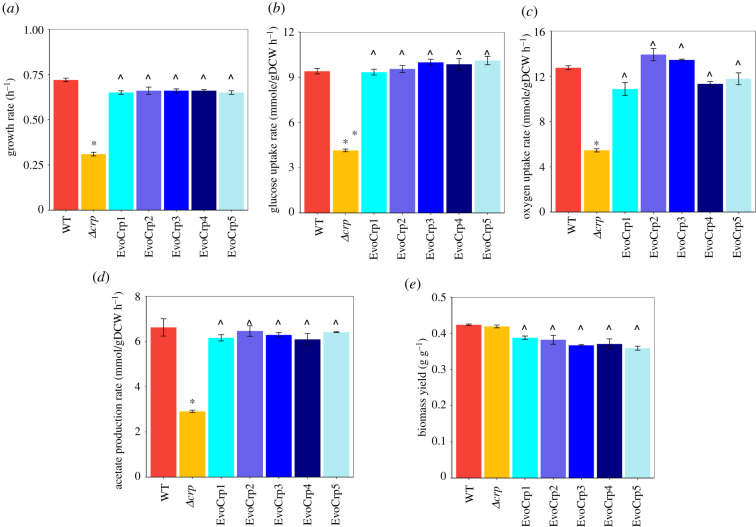
Phenotypic characteristics of the strains during batch exponential growth. Bar plot depicting the (*a*) growth rates, (*b*) glucose uptake rates (GUR), (*c*) oxygen uptake rates (OUR), (*d*) acetate production rates (APR) and (*e*) biomass yields of the WT, *Δcrp* and the EvoCrp strains. The error bars represent an average of growth rates obtained from three biological replicates. The error bars indicate the standard error across the replicates. The significance of the decrease in *Δcrp* versus WT is shown by an asterisk (*p* < 0.05, Student's *t*-test) whereas the significance of the increase in EvoCrp versus *Δcrp* is shown by a caret (*p* < 0.05, Student's *t*-test).

**Figure 8.**
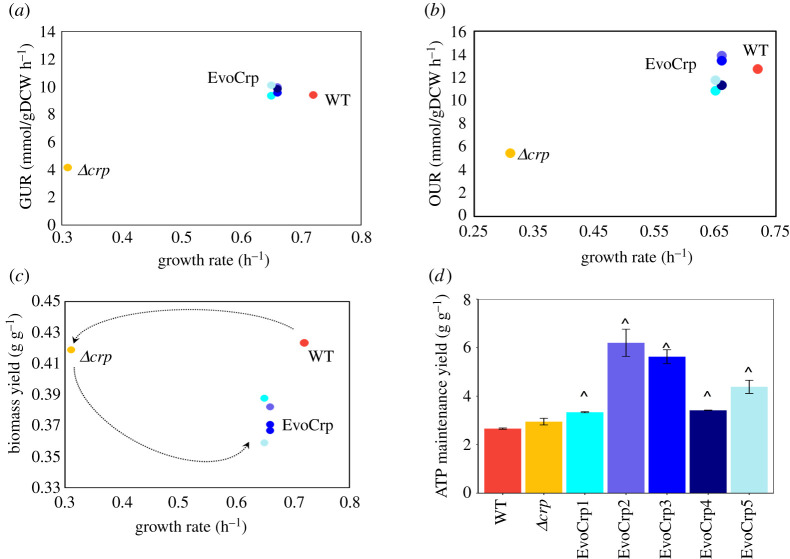
Pairwise correlation of phenotypic characteristics measured during batch exponential growth. (*a*) Pearson pairwise correlation between growth rates and glucose uptake rates (GUR) of all the strains (Pearson correlation coefficient, *r* = 0.96, *p* < 10^−3^). (*b*) Pearson pairwise correlation between growth rates and oxygen uptake rates (OUR) of all the strains (Pearson correlation coefficient, *r* = 0.92, *p* < 10^−2^). (*c*) Pearson pairwise correlation between growth rates and biomass yields (Pearson correlation coefficient, *r* = −0.87, *p*< 0.05, for EvoCrp and *Δcrp*). The dotted curves show the separation of the *Δcrp* and WT and migration of EvoCrp back towards WT as a result of evolution. (*d*) Bar plot depicting ATP maintenance (ATPM) yields expressed as (g/g) was predicted from flux balance analysis for WT, *Δcrp* and the EvoCrp strains using ATPM maximization as the objective function. The bars represent an average of the rate and yields obtained from three biological replicates. The error bars indicate the standard error across the replicates. The significance of the decrease in EvoCrp versus *Δcrp* is shown by a caret (*p* < 0.05, Student's *t*-test).

The biomass yield for each of the strains was determined by normalizing the growth rates with their specific GURs. The WT and *Δcrp* strains showed similar biomass yields (approx. 0.42 g DCW per g glucose), thus indicating that loss of CRP did not perturb the carbon efficiency towards biomass synthesis in the mutant. However, there was a consistent decrease in the biomass yield (approx. 0.37 g DCW per g glucose) of EvoCrp strains that highlighted their inefficiency in optimally directing the carbon towards biomass (figure 7*e*). Correlation of the measured biomass yield and growth rate (Pearson correlation coefficient, *r* = −0.87, *p* < 0.05, for EvoCrp and *Δcrp*) showed the divergence of evolved strains away from *Δcrp* and WT (figure 8*c*). Since changes in biomass yields can be a consequence of alterations in ATP maintenance (ATPM, i.e. difference between the ATP production rate and its consumption rate towards biomass synthesis) [45,75], we predicted ATPM yields for each of the strains. Indeed, the EvoCrp strains had a significantly higher ATPM compared to the WT as well as *Δcrp*, which explained the allocation of carbon towards non-growth energy use. Besides, the accumulation of costly amino acids was in agreement with the higher unaccounted energy usage in the evolved strains (figure 8*d*). Overall, this phenomenon of lowered efficiency of carbon substrate allocation towards growth reinforced the rate–yield trade-off mechanism prevalent in ALE-adapted strains [76].

### 2.6. Model-based prediction of proteome allocation

An inherent property of *E. coli* is to tightly coordinate the metabolism and protein economy in the cell towards an optimal resource allocation favouring growth fitness [34,63]. In the light of all the above observations, we sought to obtain insights into how necessary and unnecessary metabolic proteomes are affected, which directly associates with the shifts in growth rate. Towards this, we used the mathematical model based on the growth law theory to quantify the changes in proteome sectors as well as associate them with the changes in metabolite levels (electronic supplementary material, text S1). To account for the changes in the ribosomal sector (R-sector), we experimentally measured the R/P ratio (total RNA/total protein ratio) for each of the strains. Though indirect, the R/P ratio has been reported to be a quantitative agreement with the ribosome measurements from beta-galactosidase promoter studies as well as proteomics dataset [34,77,78]. We observed an increase in the R/P ratio in the *Δcrp* strain and a decrease in the R/P ratio in the EvoCrp strains (electronic supplementary material, file S1). Thus, the increase in R-sector is consistent with previous studies wherein strains faced with stress tend to increase their ribosome levels to hedge against unfavourable conditions [34,78]. However, as the investment for R-sector is expensive, the proteomic resources available for the metabolism become constrained. Next, we recalled a genome-scale ME-model (for metabolism and expression) that accounts for 80% of *E. coli* proteome [36,45,79,80], to assess how deletion of CRP and adaptive evolution affects the metabolic proteome allocation in the organism. The model predicted protein-coding genes along with transcript per million (TPM) calculations were employed to depict the necessary metabolic proteome (M-sector) and the unnecessary metabolic proteome (U-sector) fractions, specific to aerobic glucose metabolism in *E. coli* K-12 MG1655 (electronic supplementary material, file S1). Further, we used reported protein copies per cell and corresponding TPM values of representative genes to estimate the proteome fractions in all the strains, as described previously [81,82]. We observed a reduction in M-sector (catabolic and anabolic genes related to glucose metabolism) and an increase in U-sector (alternate carbon, glyoxylate shunt, osmotic stress-induced, amino acid degradation genes and chaperones) fraction in the *Δcrp* strain compared to WT that indicated a reduction in genes aligning with growth and increase in genes related to stress or hedging mechanisms, respectively (figure 9). Intuitively, our data revealed an upregulation in the M-sector fraction and downregulation in the U-sector fraction in EvoCrp strains to enhance their growth rate (figure 9). Further, a lower fraction of TCA cycle genes and secondary glucose transporters (*man* and *mal* genes) were found to be consistent across all the EvoCrp strains, to mitigate the unnecessary proteome cost towards their synthesis (electronic supplementary material, file S1).

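The fraction of transcripts was computed from the counts divided by gene length, as TPM, which are scaled to the same total in each library, and summed over each gene set as a percentage of all genes in the table, ribosomal RNA included. The 9 secondary glucose transporter genes made up 0.00682 ± 0.0018% (SD, n = 2) in WT, 0.00152 ± 0.000388% (SD, n = 2) in *Δcrp* and 0.00095%, 0.00185%, 0.00106%, 0.000899% and 0.00182% in EvoCrp1 to EvoCrp5. This fraction was lower than in WT in all 5 populations whichever genes formed the total. For the 17 TCA cycle genes the result depended on the total. Over all genes of the table they made up 0.034 ± 0.0092% (SD, n = 2) in WT, 0.046 ± 0.00954% (SD, n = 2) in *Δcrp* and 0.0446%, 0.0384%, 0.0497%, 0.0388% and 0.0579% in EvoCrp1 to EvoCrp5. The SDs of these 5 populations ran from 0.0012% to 0.0239% (n = 2). Over the analysed genes only, a total chosen after seeing the data, they made up 0.729 ± 0.0563% (SD, n = 2) in WT, 0.471 ± 0.0145% (SD, n = 2) in *Δcrp* and 0.62%, 0.605%, 0.694%, 0.592% and 0.748% in EvoCrp1 to EvoCrp5. With 2 libraries per strain the smallest two-sided p of an exact permutation test between a pair of strains is 0.333, so no test of these fractions was made.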

**Figure 9.**
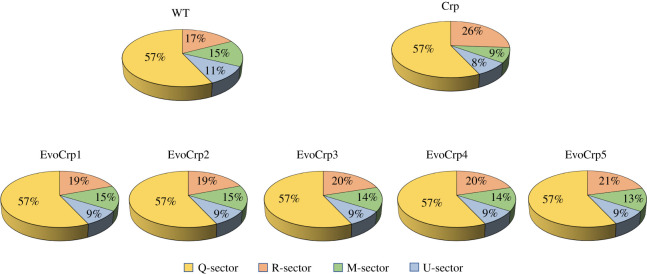
Proteome allocation. Changes observed in the percentage of proteome allocation towards R-,M- and U- sectors in WT, *Δcrp* and EvoCrp strains depicted as pie chart.

The decrease in the M-sector and increase in U-sector and R-sector in *Δcrp* was reflected as increased *m*_E_/*t*_E_ ratio (metabolic efficiency/translation efficiency). The accumulation of amino acids and their precursors observed in *Δcrp* strain could be attributed to the large perturbation seen in the *m*_E_/*t*_E_ ratio (electronic supplementary material, file S1), implying an increase in their synthesis to meet the reduced translational capacity. On the contrary, the increase in M-sector and decrease in U-sector and R-sector in EvoCrp strains was reflected as restoration of the *m*_E_/*t*_E_ ratio towards the WT. However, the 10–35% higher *m_E_*/*t_E_* ratios observed in the EvoCrp strains compared to WT were mirrored as the accumulation of costly amino acids as well as TCA cycle metabolites like *α*KG and citrate. Overall, changes in metabolic and unnecessary metabolic proteome share towards biomass synthesis outline the trade-offs in proteome allocation, fundamental for balanced exponential growth [34].

## 3. Discussion

Adaptive mechanisms overarching genetic and metabolic regulatory networks are fundamental in conferring fitness advantages to strains when evolved in response to perturbations in their internal or external environments [37,45,46,48,83]. We systematically elucidated the pleiotropic changes due to the mutations in the *ptsG* promoter that enabled the rapid growth of the strains when evolved in the absence of CRP. Specifically, we report fine-tuning of proteome allocation, and corresponding metabolite adjustments such as rewiring of ATP towards the synthesis of costly amino acids away from the wasteful cAMP synthesis, in addition to enhanced rates of glucose uptake and related physiological traits that overall resulted in the increased growth rate of the evolved strains.

During evolution, mutations occurred predominantly in the *ptsG* promoter that generated additional ‘Pribnow-box’-like sequences that could potentially enhance the affinity of RNA polymerase sigma 70 towards the *ptsG* gene. Indeed, the lack of interplay of other regulators seen from *in vivo* binding studies and RNA polymerase sigma factor distribution seen from transcriptome analysis supports this basis. Notably, the mutations resulted in increased *ptsG* gene expression and thereby glucose uptake, emphasizing the role of *ptsG* promoter mutations in resolving the bottleneck caused by loss of CRP. Such a phenomenon was also observed in a previous study, thereby implying genetic parallelism across different *E. coli* sub-strains [43]. Despite such similarities, the difference in regulatory control of CRP on *ptsG* gene and the profound differences observed in genomic and phenomic states concur with the genetic background of the parent strains and the growth phase wherein the serial passages were carried out. Additionally, the absence of these mutations in aerobically evolved WT strains [36,55,56] highlighted the adaptive nature of the *ptsG* promoter mutations in response to the loss of CRP rather than adaptation to the media conditions.

Our findings demonstrated two principles of coordinated regulation: (i) the interplay between global regulators like CRP and global physiological factors on metabolism instrumental for the physiological growth status; and (ii) in the event of evolution, the mutations acquired together with growth-mediated effects become relevant to support the growth regimes of the fast-growing strains. We deconvoluted the complexity of gene expression by quantifying the extent of CRP regulation-specific effects and growth-mediated effects on the dysregulated metabolic pathways. Regardless of the glucose (excess glucose in batch versus glucose-limited chemostat) and growth conditions, we observed similar patterns in gene expression favouring stress-related or hedging functions over growth functions. We extended the quantification to the evolved populations as well to decouple the growth-mediated effects from mutation-specific effects. Our data not only underscored how evolution enabled the rewiring of the metabolic pathways, but also dissected the significant role of *ptsG* mutations in regulating these metabolic pathways from the prominent fast growth-mediated effects. Overall, we elucidated that the trade-off existing between the expression of growth-related genes (genes necessary for glucose metabolism) and the stress- or hedging-responsive genes determines the physiological outcome of the organism. The stress functions that were perturbed could be attributed to the chaperone-protein folding genes, genes responding to osmotic stress as well as amino acid degradation genes. Amino acid degradation genes are known to enable the organism to scavenge against nitrogen limitation or survive under acid stress conditions [62]. For instance, in *Δcrp*, these genes were found to be upregulated and the growth-related genes were downregulated, whereas in the evolved strains these stress-related genes were reverted to the WT state and growth-related genes were enhanced to facilitate their faster growth. Moreover, a similar pattern of gene expression was evident in the event of the introduction of a single point mutation in the *ptsG* promoter region in a strain lacking CRP (IG116-Δ*crp*). However, the substantial differences observed in its gene expression of metabolic pathways compared to the evolved populations can be attributed to the evolutionary resource adjustments as a result of enhanced growth fitness during ALE.

Previously, it was demonstrated that during carbon limitation, catabolic gene expression increases upon growth rate decrease, while during nitrogen limitation catabolic gene expression decreases upon a decrease in growth. The reverse was observed in the case of the anabolic gene expression. This response was shown to be coordinated by cAMP-CRP [31]. In our study, deletion of CRP entailed both carbon and nitrogen limitation as perceived from reduction in the GUR and the predicted ammonia uptake rate (electronic supplementary material, file S1) or *α*KG accumulation. Indeed, we observed reduced expression of the catabolic and the anabolic genes at a slower growth rate in agreement with the findings of You *et al*. [31]. Here, we not only emphasized the effects of CRP deletion but also demonstrated the effects of adaptive evolution on the proteome allocation of the organism. We developed a four-partition proteome model that integrates necessary metabolic genes with previously overlooked endogenous unnecessary metabolic genes. Our predicted system-wide proteome fraction of *Δcrp* mutant encompassing growth-mediated and CRP-driven effects highlighted that the absence of CRP resulted in disruptions of proteome allocation specifically as a reduction in necessary metabolic proteins (M-sector) and increase in unnecessary metabolic proteins (U-sector) compared to the WT. The M-sector, as inferred from theoretical proteome fractions of representative genes, comprised glucose uptake, catabolic and anabolic genes. Similarly, the U-sector represents the endogenous proteins entailed for stress (chaperone folding, amino acid degradation, osmotic stress) and hedging functions (alternate carbon metabolism, secondary glucose transporters) that are unnecessary under glucose metabolism. This reduced M-sector was further constrained by the increase in U-sector and R-sector. Recent studies have reported tight coordination of ribosomal protein expression with the growth rate of the organism [34,78]. Since the synthesis of ribosomes incurs a huge investment of proteomic resources [34,78], an increase in ribosome levels corresponds to an increase in unnecessary ribosomes to hedge for unfavourable conditions [78], thereby reducing the proteome share for metabolic proteins. Overall, CRP deletion perturbed metabolic and translational efficiency, which in turn resulted in alterations in growth rate changes that were reflected as the intracellular accumulation of amino acids and their precursor molecules. Apart from the known feedback regulation of these metabolites on the rate of amino acid biosynthesis [71], such accumulations can affect the carbon import flux [84], catabolic gene expression [31] as well as ribosomal levels [85]. This was evident from the increased accumulation of *α*KG, OAA (inferred from malate) and proteinogenic amino acids that were linearly correlated with the lowered GUR, reduced catabolic gene expression and increased ribosomal levels in *Δcrp*. The high intracellular levels of *α*KG in *Δcrp* also indicated a possible scenario of nitrogen limitation due to lowered ammonia uptake as indicated by the *in silico* flux prediction (electronic supplementary material, file S1). Further, *α*KG is known to be involved in the production of several amino acids which might suggest its anabolic functions to account for the protein biomass that was found to be consistent with the increased accumulation of amino acids observed in the strain. Thus, we showed that apart from carbon uptake, efficient proteome allocation between necessary and unnecessary metabolic proteome and associated metabolite adjustments are instrumental in facilitating optimal growth in an organism.

Evolved strains rebalanced the proteome by increasing the growth-promoting proteome M-sector and restoring the unnecessary U-sector and the R-sector towards the WT. Further, the evolved strains mitigated the proteome cost associated with the synthesis of expensive proteins such as enzymes of the TCA cycle and wasteful proteins such as proteins associated with secondary glucose transporters, alternate carbon metabolism and amino acid degradation. Such orchestration of the proteomic resources in the EvoCrp strains was reflected as restoration of the metabolic and translation efficiencies towards the WT state. Despite the restoration of their proteomic efficiencies, we still observed intracellular accumulations of several TCA cycle metabolites like *α*KG and costly amino acids that were not used for protein biomass. We suggest that the higher TCA cycle intermediates could be ascribable to a higher *in vivo* maximal rate of TCA cycle enzymes acquired during evolution, to meet the energetic demands of the cell [35]. In the EvoCrp strains, increased accumulation of *α*KG could be attributed to slightly higher glucose uptake and lowered ammonia uptake rates compared to the WT, resulting in an internal higher carbon/nitrogen ratio [absolute GUR (experimental)/absolute ammonia uptake rate (model-predicted)] (electronic supplementary material, file S1). As the organism perceives carbon excess to be a nitrogen-limited condition, we speculate the EvoCrp to be also facing nitrogen limitation indicated as *α*KG accumulation.

It is well known that growing cells maintain an optimal cAMP level necessary for proper carbon sensing [31] and hence ATP optimization. We observed a high accumulation of cAMP in the absence of CRP in conjunction with lowered GUR. On the contrary, evolved strains showed restoration of their cAMP levels, though inefficiently, mediated by reduced availability of phosphorylated PTS proteins for activation, with the net effect being partially alleviated ATP wastage. We speculate that this surplus ATP pool conserved from reduced cAMP synthesis was invested towards the synthesis of costly proteinogenic amino acids such as methionine, asparagine, lysine and arginine (considering only the number of activated phosphate bonds used in making the amino acid without the contribution of precursor synthesis itself) [86] that were found to accumulate in the evolved strains. This might be partially responsible for the higher ATPM yield, resulting in an overall reduction in the biomass yields observed in the evolved strains. Nevertheless, such inefficiencies involving excess carbon usage towards unaccounted-for energy reflect subpar utilization of carbon towards biomass in the evolved populations, which limits their ability to grow as energetically optimal as WT.

The current ALE study using a multi-omics approach has revealed mechanistic insights into the inherent systemic constraints that facilitate the final phenotypic response in conjunction with the selected mutations in the evolved strains to overcome the defects due to the loss of a global regulator. Despite perturbed proteome allocation towards necessary and unnecessary metabolic proteins in *Δcrp*, the carbon utilization efficiency towards biomass was not affected. On the contrary, we revealed that the evolved strains restored finely tuned proteome allocation that favoured growth over uneconomical hedging strategies and mitigation of costly proteome fractions at the expense of reduced carbon utilization efficiency. Our findings, based on proteome allocation in parent and evolved strains, bear striking similarities with proteome sector changes, representing a corollary to resource allocation defined by growth laws [34,85]. Future studies characterizing the genotype-to-phenotype relationship using such a multi-omics approach would expedite our understanding of microbial evolution across diverse conditions.

## 4. Material and methods

### 4.1. Strains

*Escherichia coli* K-12 MG1655 (CGSC#6300) was used as the parent strain in this study. All the other strains used in this study were derived from this strain (electronic supplementary material, file S1). We constructed *Δcrp* knockout in this genetic background by λ-Red mediated recombination [87], using plasmids pKD46, pKD13 and pCP20. After strain verification, glycerol stocks were made and stored at −80°C.

### 4.2. Physiological characterization in a bioreactor

For transcriptome, metabolome and phenotype characterizations, cells were grown in 500 ml bioreactor (Applikon) (planktonic state, batch culture) containing 200 ml M9 media (6 g/L anhydrous Na_2_HPO_4_, 3 g l^–1^ KH_2_PO_4_, 1 g l^–1^ NH_4_Cl, 0.5 g l^–1^ NaCl + 2 mM MgSO_4_ + 0.1 mM CaCl_2_), with 2g l^–1^ glucose and 40 mM MOPS. Briefly, cells from glycerol stocks were plated out on LB agar plate and a single colony was inoculated in LB media. A fixed volume of 100 µl cells was used to inoculate 50 ml preculture M9 + 40 mM MOPS media with 4 g l^–1^ glucose which was grown overnight in a shake flask at 200 rpm in a 37°C incubator (Eppendorf). The preculture cells, while still in exponential phase, were centrifuged and washed with M9, and inoculated in a bioreactor containing 200 ml M9 media with 2 g l^–1^ glucose such that the start optical density (OD) of all the cultures were ∼ 0.05 OD. The temperature of the bioreactor was maintained at 37°C and the pH of the media was maintained at pH 7.2 using 40 mM MOPS buffer to prevent the effects of pH change on growth. Aeration was done by sparging air in the bioreactor at 700 ml min^–1^ and at all times the dissolved oxygen (DO) levels were maintained above 40% saturation using mass flow controllers. Growth was monitored by collecting samples at regular intervals and measuring the OD at 600 nm in a spectrophotometer (Thermo Multiskan GO) until the organism reached its stationary phase. The growth rate was calculated from the slope of the linear regression line fit to ln (OD at 600 nm) versus time (in hrs) plot in the exponential phase. The DCW was determined from the OD at 600 nm values by using the experimentally derived relationship that 1.0 OD at 600 nm corresponds to 0.44 g DCW h^−1^. The phenotypic characterizations were done for three biological replicates (*n* = 3) across the exponential phase. The transcriptome and metabolomics characterizations were performed in the mid-exponential phase (0.6–0.7 OD). Samples were also collected during regular intervals to determine the rate of glucose uptake as well as the rate of secretion of extracellular metabolites. The samples were centrifuged and the supernatant was collected which was then used to determine the concentrations and rates using HPLC (Agilent 1200 Series) equipped with Bio-Rad Aminex HPX-87H ion exclusion column with 5 mM H_2_SO_4_ as the mobile phase. The column was maintained at a temperature of 50°C and the flow rate at 0.6 ml min^–1^. The specific rates were calculated from the change in substrate concentration over time, normalized to the biomass of each strain [88]. The biomass yield for each of the strains was determined by normalizing with their specific GUR (g DCW per g glucose). OUR was measured using a DO probe (Applikon) while growing the cultures in the bioreactor during its exponential phase.

For chemostat cultivations, the composition of the feed media was identical to the batch media. For all the strains, the cells were grown in batch condition until 80% of maximum biomass was obtained (as monitored by OD measurements) or until 80% of the glucose was consumed (as monitored by HPLC) after which the addition of feed media was started. The dilution rate was set to 0.21 h^−1^. After the cells reached the steady-state as indicated by OD measurements, cells were harvested after 3–5 residence times for transcriptomics analysis [45]. All physiological measurements were checked for statistical significance using unpaired two-tailed Student's t-test.

### 4.3. Adaptive laboratory evolution protocol

Adaptive evolution of replicate populations of *Δcrp* was carried out in shake flasks (planktonic state, batch culture) with M9 minimal media with 2 g l^–1^ glucose and 40 mM MOPS at 37°C. MOPS was added to maintain the populations at a constant pH during evolution (electronic supplementary material, figure S1A). All the replicate cultures were passaged serially into fresh media strictly in the mid-exponential phase to ensure that fitness gains occur primarily via increased exponential growth rates. This also prevents the cultures from entering the glucose-limited stationary phase and thereby avoids complexities associated with the onset of the stationary phase. As the growth rate of the organism changed during evolution, the volume of culture passaged was adjusted to prevent entry into the stationary phase. Glycerol stocks were made during each passage and were PCR verified for WT contamination using specific primers for the *crp* gene. This procedure was followed for 10 days (approx. 100 generations) and after it had reached a stable growth and no further increase in growth rate was observed, ALE was terminated. Genotype and phenotype characterizations of the evolved replicates were done for the population and not for individual clonal samples to ensure that all the traits of the population are taken into consideration. Characterization at the population level is a more efficient and feasible approach to understand the underlying mechanisms of evolution in an unbiased manner as it better reflects the properties of the population as a whole [89].

### 4.4. Whole genome resequencing

Genomic DNA from all the endpoint populations was extracted using GenElute Bacterial Genomic DNA Kit (NA2120; Sigma-Aldrich, St. Louis, MO) using the manufacturer's protocol. The integrity of the extracted genomic DNA was analysed by running it on an agarose gel and the quality was assessed and quantified using Multiskan GO (Thermo Scientific). The genomic DNA library was prepared using Illumina TruSeq DNA Nano Kit. The quality of the libraries was checked using Agilent Bioanalyzer. The libraries were then sequenced from both ends (paired-end) on Illumina HiSeq250 platform with 2 × 100 cycles. All the samples had an average of 275× mapped coverage.

The raw reads obtained from the sequencer were trimmed using CUTADAPT to remove TruSeq adapter sequences. The breseq pipeline [90] was used to identify the point mutations (SNPs), insertions and deletions mapped to *E. coli* K-12 MG1655 genome (GenBank accession no. NC_000913.3). Breseq was run using the -p option (for population samples) with default parameters to identify mutations present in the population at a frequency of less than 100%. Mutations that had 100% frequency were assumed to be mutations present in the WT strain and were not considered. Only the mutations predicted with high confidence under the category ‘predicted mutations’ were further analysed in this study.

### 4.5. Mutation validation

To determine the causality of the mutations detected by WGS, the mutations were introduced into the *Δcrp* background using *in vivo* site-directed mutagenesis [91]. However, to limit the scale of this study and given the consistent occurrence of mutations in the Fis binding region, only the IG116 mutation (SNPs) detected in the promoter of *ptsG* gene in the EvoCrp1 strain was selected for validation. Additionally, IG116 mutation was also investigated for Mlc binding. To construct the strains, scarless editing of the *E. coli* K-12 MG1655 *Δcrp* genome was done using a two-step recombination method using pSLTS plasmid (Addgene plasmid no. 59386). After the construction of the strains, they were sequenced to verify the correct introduction of the SNPs in the genome. This strain was further used to add 3X FLAG-tag to Fis protein or Mlc protein as described in the section below.

### 4.6. ChIP-qPCR

A 3X FLAG-tag was added to the C-terminus of the Fis or Mlc protein using pSUB11 plasmid [92] as the amplification template. The amplified construct was then introduced into *E. coli* K-12 MG1655 WT, *Δcrp* and IG116-Δ*crp* strain. The constructed strains were verified by PCR and Sanger sequencing. ChIP experiment was carried out using the protocol as described previously [93]. The DNA samples immune-precipitated by this method were recovered by PCR purification and were quantified by qPCR using primers for the specific as well as non-specific region (*frr*). Fold change in immunoprecipitated (IP-ed) DNA compared to mock DNA was calculated as 2^−ΔΔCt^ as described previously [94].

### 4.7. RNA extraction and enrichment of mRNA

For each strain, RNA extraction of two biological replicates was performed. The cells were grown till the mid-exponential phase and then 50 ml cells were harvested by centrifugation. RNA extraction was done using the TRIzol (Invitrogen)-chloroform method as previously described [44,95]. DNase treatment was done to remove any DNA contamination after which enrichment for mRNA was done using the MicrobExpress Kit (Invitrogen) following the manufacturer's protocol. Single-end, strand-specific libraries for RNA sequencing were prepared using NEBNext Ultra II Directional RNA library kit (New England Biolabs). The quantity of the mRNA was assessed using Multiscan GO (Thermo Scientific) Nanodrop and the quality, as well as integrity, was checked using BioAnalyzer. The sequencing was carried out on HiSeq 2500 Rapid Run Mode using a 1 × 50 bp format.

### 4.8. Transcriptome data analysis

The raw transcriptome files from batch mid-exponential and chemostat conditions were first trimmed using CUTADAPT to remove adapter sequences and low-quality reads. The reads were then mapped to the *E. coli* K-12 MG1655 genome (GenBank accession no. NC_000913.3) using BWA [96]. The sam file generated was then converted to compressed bam format using Samtools [97]. FeatureCounts [98] was used to assign counts at the gene level using the reference genome provided in the GTF format. Ecocyc database [99] (v. 21.5) was used to retrieve the annotations for 4466 genes. It is to be noted that rRNA, tRNA and sRNA genes were excluded from the analyses. Differential gene expression was analysed from the raw counts by EdgeR [100] after removing genes having less than 10 reads. The genes that showed ≥ 2-fold change in expression (in both directions) and had adjusted *p* < 0.05 (Benjamini–Hochberg) were considered as DE genes and used for further analysis. The DE genes of the strains from both experimental conditions were enriched for metabolic pathways using KEGG pathway classification [101] as defined in Proteomaps (www.proteomaps.net). The mapped genes were represented as Voronoi treemaps (v. 2.0) [102]. The significance of the upregulated and downregulated genes within each category was validated using a hypergeometric test (*p* < 0.05) in R (R Core Team 2019). For each up/downregulated category, we arbitrarily chose atleast five DE genes enriched to be considered for significance analysis. Those DE genes which do not have an assigned ‘Accession ID’ (Ecocyc V. 21.5) such as phantom genes and *crp* gene itself were excluded from the above analysis.

For sigma factor enrichment analysis, the KEGG pathway enriched DE genes obtained under batch mid-exponential conditions for the strains were further assessed based on gene targets of sigma factors using data available in EcoCyc and RegulonDB [103]. The upregulated and downregulated genes belonging to each regulator were then tested for significance using a hypergeometric test in R (*p*-value < 0.01). Only those sigma factors which regulated atleast 10% of the KEGG enriched upregulated and downregulated DE genes, were retained for this over-representation analysis. Pearson correlation of log2 fold changes of EvoCrp versus WT and *Δcrp* versus WT and statistical significance were performed in R (R Core Team 2019). For comparison of point mutation strain (IG116-Δ*crp*) with EvoCrp1, the transcriptome of IG116-Δ*crp* and EvoCrp1 was analysed with respect to WT and *Δcrp* independently.

For transcriptome analysis of WT and *Δcrp* from glucose-limited chemostat cultivations, the DE genes were annotated as ‘CRP-specific’ (electronic supplementary material, file S1). These represent genes that are not altered due to slow growth. These genes were then used to identify the CRP regulation-specific genes in the transcriptome changes of *Δcrp* compared to WT in batch mid-exponential phase. For identification of mutation-specific genes in EvoCrp strains, transcriptome analysis was carried out for two EvoCrp strains (EvoCrp1 and EvoCrp3) in comparison to *Δcrp* from glucose-limited chemostat cultivations. These represent genes that are not altered due to the faster growth of the EvoCrp strains. These genes from both the EvoCrp1 and EvoCrp3 chemostat cultivations were then used together to identify the mutation-specific genes in the transcriptome changes of all the EvoCrp strains compared to *Δcrp* in batch mid-exponential phase. To characterize the mutation-specific effects in the transcriptome of IG116-Δ*crp* strain compared to *Δcrp* in batch mid-exponential phase, the differentially expressed genes annotated as ‘CRP-specific’ from transcriptome analysis of WT and *Δcrp* from glucose-limited chemostat cultivations, were used. In the heatmaps generated based on log2 fold change in gene expression, only those genes with FDR less than 0.05 and 2-fold change in at least one condition were retained for comparative analysis (the same gene with FDR > 0.1 in other conditions were not considered).

### 4.9. Metabolomics

#### 4.9.1. Chemicals for metabolomics

LC-MS grade methanol, acetonitrile and ammonium hydroxide (≥25% in water) were purchased from Honeywell. Analytical grade chloroform, HPLC-grade water and LC-MS grade ammonium acetate were purchased from Sigma. All metabolites used as external standards were purchased from Sigma. Uniformly labelled U-^13^C (>99% purity) glucose was purchased from Cambridge Isotope Laboratories.

#### 4.9.2. Extraction of metabolites

Metabolite samples were harvested in the mid-exponential phase in biological triplicates and technical duplicates. A fast-cooling method [104,105] was used to quench the harvested cells as reported previously. Briefly, approximately 10 ml culture (∼ 6–7 OD cells) was directly poured into 2 ml chilled (4°C) M9 (without glucose) in a 50 ml falcon tube. The tube was then dipped in liquid nitrogen for 10 s to bring down the sample temperature to 0°C. To prevent the formation of ice crystals, the sample was vigorously agitated with the help of a digital thermometer. Samples were then immediately centrifuged at 0°C, 7800 rpm for 5 min. The supernatant was discarded and the pellet was snap-frozen in liquid nitrogen and stored at −80°C until metabolite extraction was done.

For extraction of metabolites, the sample pellet was dissolved in 700 µl chilled (−80°C) methanol: 300 µl chilled (−20°C) chloroform [105], followed by snap freezing in liquid nitrogen and homogenization using a hand-held pestle (Sigma no. Z359971) all within 2 min. ^13^C-labelled extracts as internal standards were generated for the quantification of key metabolite pool sizes using an isotope-based dilution method [106]. The samples were spiked at the earliest stage of extraction with a fixed volume of internal standard taken from the same batch. The sample tubes were then placed overnight on a Thermo-shaker maintained at 0°C and 400 rpm. To the sample tubes, 500 µl of 2% ammonium hydroxide (4°C) prepared in HPLC-grade water was added and incubated on ice for 10 min to enable phase separation. The tubes were then centrifuged at 4°C, 13 000 rpm for 15 min, and the aqueous layer was collected in a chilled 1.5 ml tube. The samples were then completely dried in a vacuum concentrator and stored at −80°C. Before analysis in LC-MS/MS, samples were reconstituted in 100 µl chilled (−20°C) acetonitrile: buffered water (60 : 40, v/v), centrifuged at 4°C for 10 min, and the supernatant was transferred to pre-chilled glass vials. Buffered water consisted of 10 mM ammonium acetate, pH 9.23 adjusted with ammonium hydroxide prepared in HPLC-grade water [107]. The volume of the pooled internal standard was standardized such that the external standard and internal standard peak height differed less than 5-fold [68]. Metabolites were extracted from three biological and two technical replicates (*n* = 6).

#### 4.9.3. LC-MS/MS settings

The samples were analysed using a high-resolution mass spectrometer in Orbitrap Q Exactive Plus (Thermo) equipped with a SeQuant ZIC-pHILIC column (150 mm × 2.1 mm × 5-micron packing, Merck) and a ZIC-pHILIC guard column (20 mm × 2.1 mm × 5-micron packing, Merck) under alkaline mobile phase conditions with ESI ion source. The ESI was operated in positive (M + H)^+^ and negative (M – H)^−^ polarity switching mode. The spray voltage was set at 4.2 kV and 3.5 kV for the positive and negative modes respectively. The temperature was maintained at 300°C and 320°C for the ion transfer capillary (ITC) and probe heater, respectively. A heated electrospray ionization probe II (H-ESI-II) probe was used with the following tune parameters: sheath gas, 29; auxiliary gas, 7; sweep gas, 0; S-lens at 45 arbitrary units. A full scan range of 66.7 to 1000 *m/z* was applied for positive as well as negative modes and the spectrum data type was set to profile mode. The automatic gain control target was set at 1e6 with a resolution of 70 000 at 200 *m/z*. Before analysis, cleaning of the LC-MS system and ITC along with mass calibration was done for both positive and negative ESI polarities by using Thermo Calmix solution along with MS contaminants to take into account lower mass ranges. The signals of compounds 83.06037 *m/z* (2 × ACN + H) and 119.03498 *m/z* (2 × Acetate-H) were selected as lock masses for positive and negative modes respectively with lock mass tolerance of 5 ppm [108].

The mobile phase for chromatographic separation comprised non-polar phase A (acetonitrile: water mixed in the ratio 9 : 1, 10 mM ammonium acetate, pH 9.23 using ammonium hydroxide) and polar phase B (acetonitrile: water mixed in the ratio 1 : 9, 10 mM ammonium acetate, pH 9.23 ammonium hydroxide). A linear gradient with flow rate of 200 µl/min was set as follows: 0–1 min: 0% B, 1–32 min: 77.5% B, 32–36 min: 77.5% B to 100% B, 36–40 min: hold at 100% B, 40–50 min: 100% B to 0% B, 50–65 min: re-equilibration with 0% B [107]. An injection volume of 5 µl was used for all the samples and standards.

#### 4.9.4. Metabolomics data analysis

The data from the machine was processed using the software package Xcalibur 4.3 (Thermo Fisher Scientific) Quan Browser. A semi-quantitative analysis was performed using peak heights of precursor ions with a signal/noise (S/N) ratio of more than 3, a retention time window of less than 60 s, and less than 5 ppm mass error. The peak heights of the samples were normalized to the peak height of the internal standards to obtain a height ratio. Only those metabolites were retained for analysis, which had naturally occurring ^12^C peak height less than approximately 10% of the ^13^C-labelled peak height in the internal standard. MetaboAnalyst [109] was used for identifying statistically significant metabolites on biomass normalized and g-log-transformed metabolite concentrations. Missing value imputation was performed using SVD impute function before normalization. The concentration of metabolites is expressed as height ratio normalized to biomass (as height ratio/gDCW). Metabolite levels with false discovery rate (FDR) less than 0.05 and ≥ 1.2-fold change in concentrations (in both directions) were considered for further analysis. In the heatmaps generated based on log2 fold change of metabolites, only those metabolites with FDR < 0.05 in atleast one condition were retained for comparative analysis (the same metabolite with FDR > 0.1 in other conditions were not considered).

### 4.10. ME model simulation and proteome fraction estimation

The ME model [79,80] was simulated to generate a protein-coding gene list, by constraining the GURs in a range as reported previously [36]. Any gene predicted to be expressed in any of the 20 simulations was classified as ‘M-sector’; genes within the scope of the ME model but not expressed or having very low expression (low protein synthesis flux) are classified as ‘U-sector’. Next, only the DE genes in atleast one condition (i.e. *Δcrp* versus WT, EvoCrp versus *Δcrp,* and EvoCrp versus WT) were combined and enriched for M-sector and U-sector gene list. Genes encoding ribosome-affiliated proteins were not considered in this categorization. Next, the theoretical estimation of proteome fraction for all these genes was done from proteome mass calculation [82] and using previously reported protein copies per cell [81]. The proteome fractions were estimated assuming the TPM values yield the proteome fraction in WT and a constant mRNA to protein translation efficiency rate across the strains. Majorly, genes having reported protein copy per cell values were used to represent M and U-sectors. The calculation of missing protein copies per cell for genes was performed as described previously [82]. This was followed by summing the proteome fractions of all M-sector and U-sector genes. These fractions were depicted as percentages after calculations using the growth law equation. The U/M ratio was obtained by dividing the U-sector and M-sector proteome fractions (electronic supplementary material, file S1).

### 4.11. Total RNA and total protein (R/P) estimation

Untreated total RNA was extracted in the mid-exponential phase using TRIzol-chloroform as mentioned previously [33,44,95] from two biological replicates (*n* = 2). Total protein was extracted and estimated in the mid-exponential phase using a protocol described previously [31,33] from two biological replicates (*n* = 2). The R/P (μg/μg) was calculated from total RNA concentration (μg ml^−1^) and the total protein concentration (μg ml^−1^) after normalizing to its respective OD at 600 nm and gram (dry cell weight) conversion factor (0.44 mg ml^−1^).

### 4.12. Calculation of non-growth ATP maintenance

The experimentally measured growth rates, glucose uptake, acetate secretion and OURs were used as flux constraints in the iJO1366 metabolic model [110]. Constrained-based flux balance analysis was performed using COBRApy [111] by maximization of ATPM reaction flux. This predicted ATPM flux was normalized to glucose uptake flux to calculate the yield (g ATP per g glucose) for each of the strains. The predicted ammonia uptake rates were obtained from this flux distribution.

### 4.13. Promoter prediction analysis

Prediction of CRP binding sites was performed using the FIMO tool (5.4.1) from the MEME suite. The consensus motif used for the analysis was ‘WTBKBKVNNNNNNTMACANW’ where W is A/T, B is any base except A, K is G/T, V is any base except T, M is A/C and N is any of the four bases. The consensus motif was determined from the position-weight matrix from previously identified binding sites [9,10]. Statistically significant motifs (*p* < 0.01) were retained such that the binding sites were strictly within 250 bp upstream of the transcription start site of the target gene. Any motif found within the coding region of any gene was excluded from the analysis.

How the deposited data were processed for this re-analysis (not part of the article)

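The data are RNA sequencing counts of 24 libraries of *E. coli* K-12 MG1655 (WT), its *Δcrp* mutant, the 5 populations EvoCrp1 to EvoCrp5 evolved from *Δcrp*, and IG116-*Δcrp*, the mutant with the *ptsG* promoter mutation of EvoCrp1. WT, *Δcrp* and the 5 populations were grown in batch (14 libraries), WT, *Δcrp*, EvoCrp1 and EvoCrp3 in the glucose-limited chemostat (8 libraries), and IG116-*Δcrp* in batch (2 libraries), with 2 biological replicates of each strain and culture. Batch cells were taken at an OD600 of 0.6 to 0.7. The authors trimmed adapters and low-quality reads with CUTADAPT, mapped reads with BWA to the MG1655 genome and counted reads per gene with FeatureCounts. The paper names a reference in GTF format for the counting and EcoCyc as the source of gene annotations. The authors deposited the raw counts without normalization in 2 tables, one for the batch libraries and one for the chemostat and IG116-*Δcrp* libraries. The deposited tables also give the start, end, strand and gene length in base pairs from the annotation, which were used for positions and for TPM. The values are whole numbers with a different total in each library. Trimming, mapping and counting are therefore already in the tables and were not repeated, and the paper's text does not give the versions of these tools. The paper's DE test is given as edgeR after removal of genes under 10 reads. Which of edgeR's tests was used and which libraries shared a fit are not named in the paper's text.

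Both tables list the same 4662 genes in the same order. Gene symbols were matched to the RefSeq genes of the MG1655 assembly, 4360 by symbol, 125 by position and 20 by synonym, and 157 were not matched and kept the name in the table. Genes of rRNA, tRNA and sRNA (204 genes) were removed as in the paper, which left 4458. The pattern of names that marks these genes was refined after the first exploratory fits, because it had missed a few of them. Every library column was used.

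Total counts per library were 16480005 to 25941283 (median 22288347) in batch, 25602683 to 31476137 (median 29396860) in the chemostat and 24931575 to 31156943 for IG116-*Δcrp*. rRNA took 77.6 to 87.5%, 63.5 to 74.5% and 58.5 to 66.6% of them. The analysed genes held 1487498 to 3658043 counts (median 2940484), 4227982 to 5865829 (median 5443502) and 6438197 to 10146170 counts. The smallest number of counts taken as a signal was 3, and a fold change against a group whose libraries all hold 3 or fewer counts is given as a lower bound computed at that floor. Intervals of shares are Wilson 95% intervals and cover counting error only. The coefficient of variation between biological replicates over all genes was 23.9% in batch, 12% in the chemostat, 22.4% with IG116-*Δcrp* added to the batch libraries and 20% over batch and chemostat libraries. Replicates were also checked for duplicated libraries. The chi-square of each pair of replicates per degree of freedom was between 1.31 and 99.2, so no pair has identical counts. It was lowest for EvoCrp1 in the chemostat (1.31) and EvoCrp4 in batch (2.73). A value near 1 is also what 2 sequencing runs of one sample would give, so the counts do not tell whether the EvoCrp1 chemostat pair comes from separate cultures.

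Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a total of at least 10 counts over the libraries of a fit were tested with edgeR's quasi-likelihood F-test, TMM factors and Benjamini-Hochberg adjustment over all genes of the fit. The fits were of the batch libraries (4360 genes), the chemostat libraries (4343 genes), the batch libraries with IG116-*Δcrp* (4371 genes), and the batch and chemostat libraries together (4378 genes). The last was used only for interaction terms, that is, the log2 fold change in batch minus that in the chemostat, which were called at an adjusted p under 0.05 without a fold threshold. DE genes have an aFC of at least 2 and an adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. 10 gene sets of the pathways the paper names, written down by hand, were tested with limma camera at an inter-gene correlation of 0.01 and adjusted over the 10 sets of each comparison. They stand in place of the KEGG categories, which were not used. Where a set holds genes the paper calls changed in these same libraries, its p is no independent support. Genes of a set that lie side by side can vary together more than this correlation allows, so that p-values can be too small. CPM are scaled by the TMM factors of the fit. TPM are counts divided by gene length and scaled to a common total over all genes of the table.

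Replicate numbers come from the sample names, and neither the names nor the paper state that replicates of the same number were grown or sequenced together. Whether same-numbered libraries deviate together from their group means was therefore checked over genes with a mean of at least 20 counts. Every comparison was also fitted with the replicate number as a block, and where the correlation of the deviations was below -0.1 with the numbers of one group crossed, which was chosen after seeing the data.

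The genes named one by one are those the paper names with a statement on expression, *pta*, *ackA* and *poxB* for its acetate production genes, the 5 genes with the largest rise and the 5 with the largest fall between *Δcrp* and WT in batch, and the 3 with the largest rise and the 3 with the largest fall between *Δcrp* and WT in the chemostat and between IG116-*Δcrp* and *Δcrp*. The genes with the largest changes were taken among DE genes whose 2 libraries of one strain were both above or both below those of the other. Which of these genes' values are printed in which passage was settled after the values were seen.

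The other settings tried were DESeq2, RLE factors or total counts in place of TMM factors, at least 10 counts in every library or no filter, the 2 groups alone in the fit, edgeR's exact test on the 2 groups, rRNA, tRNA and sRNA genes kept, no fold threshold, the replicate block, camera on ranks, other definitions of the shared and reverted DE genes, separate WT libraries for the pair of fold changes that were correlated, and each replicate left out in turn. With 2 libraries per group an exact permutation test between groups reaches no two-sided p below 0.333, so no permutation of the strain labels was run.

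The steps were tested on simulated data with the depth of the tables, their spread per gene and 200 genes changed. The spread of a gene was the same in all groups, and the changed genes were well counted and changed by clearly more than 2-fold. The shares recovered therefore do not cover changes near 2-fold or genes with few counts. Groups of unequal spread were not simulated. The quasi-likelihood test recovered 92.5% of them in batch with 11 false calls, 98% in the chemostat with 2, 89.5% for IG116-*Δcrp* with 6 and 77.5% of the interaction terms with 12. edgeR's exact test recovered 95% in batch with 21 false calls.

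Sigma factor and CRP regulons, KEGG enrichment, genome sequencing, metabolite and growth measurements and proteome sectors were not analysed here. CRP binding motifs were not searched, since no genome sequence was used here.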

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

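The tests in this part were chosen before their results were seen, except the test of reads shared between *gadA* and *gadB*, which was chosen after. Every value rests on 2 libraries per strain and culture.

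The changes of *Δcrp* against WT and of EvoCrp1 and EvoCrp3 against *Δcrp* differed between batch and chemostat. The interaction term, the log2 fold change in batch minus that in the chemostat, passed for 355 genes for *Δcrp*, 425 for EvoCrp1 and 406 for EvoCrp3, of which 31, 21 and 18 are among the named genes (edgeR adjusted p at most 0.0468, 0.0488 and 0.0484). For *Δcrp*, the terms above 0 were 4.74 for *glcD*, 3.24 for *uxaC*, 2.91 for *glcE*, 2.54 for *ibpA*, 2.50 for *fadB*, 2.45 for *uxaA*, 2.45 for *gatD*, 2.27 for *malE*, 1.98 for *pck*, 1.90 for *manZ*, 1.60 for *glcF*, 1.60 for *aceK*, 1.59 for *manY*, 1.47 for *ilvB*, 1.45 for *ackA*, 1.44 for *sucD*, 1.43 for *manX*, 1.38 for *gatY*, 1.36 for *sucC*, 1.35 for *aceA*, 1.32 for *htpG*, 1.24 for *gltA*, 1.19 for *gatZ*, 1.06 for *cpdA* and 0.83 for *pta*. The terms below 0 were -7.43 for *ghoS*, -5.40 for *ybfA*, -3.47 for *yjcB*, -3.15 for *dhaK*, -2.50 for *dhaL* and -1.52 for *proW*, where *ghoS* had 0 counts in both *Δcrp* libraries of batch, so that the size of its terms is not fixed. For EvoCrp1 the terms were 4.59 for *aroF*, 4.25 for *glpF*, 2.94 for *proV*, 1.82 for *pheL*, 1.70 for *leuE*, 1.49 for *proX* and 1.45 for *proW* above 0, and -4.08 for *yhiM*, -3.40 for *gadA*, -2.97 for *gadB*, -2.90 for *gadC*, -2.25 for *cbpA*, -2.12 for *cfa*, -2.02 for *htpG*, -1.97 for *ibpA*, -1.63 for *ahr*, -1.40 for *aceA*, -1.17 for *poxB*, -1.17 for *aceK*, -1.04 for *hslR* and -0.91 for *alaA* below. For EvoCrp3 they were 7.20 for *ghoS*, 4.14 for *glpF*, 3.57 for *proV*, 2.47 for *gatB*, 1.71 for *leuE*, 1.47 for *proW* and 1.05 for *nupC* above 0, and -4.01 for *yhiM*, -3.50 for *gadA*, -3.30 for *ibpA*, -3.07 for *gadB*, -2.99 for *gadC*, -2.49 for *cfa*, -2.25 for *cbpA*, -1.94 for *htpG*, -1.55 for *ahr*, -1.13 for *hslR* and -0.95 for *aceA* below. Of these, *glcD*, *glcE* and *ibpA* for *Δcrp*, *cbpA* for EvoCrp1 and *cbpA*, *ahr*, *gadA*, *htpG*, *ibpA* and *yhiM* for EvoCrp3 had an adjusted p under 0.05 within each culture with opposite signs. *gatDYZ*, *manXYZ*, *malE*, *sucC*, *sucD*, *uxaA* and *uxaC* were lower in *Δcrp* in both cultures, and more so in the chemostat. *gadA* and *gadB* are uncertain, since their sequences are nearly identical. Most *Δcrp* terms are not on genes with low counts, since 314 of the 355 genes had at least 10 counts in every library. Fitted again under this filter, 309 (98.4%) of them passed, and for EvoCrp1 and EvoCrp3 it was 343 of 357 and 359 of 361. This second fit uses the same counts of well-counted genes, so it could hardly fail. For the genes below the filter, low counts were not ruled out. The lowest of the 4 group means of *glcD*, over strains and cultures, was 19 counts. A shift between the tables of batch and chemostat counts that is common to all strains cancels in the interaction, and one that is not common was not tested. The scaling moves the terms: under total counts the median over all genes was -0.37 for *Δcrp*, and 20 of the 31 named terms of *Δcrp*, 18 of 21 of EvoCrp1 and 13 of 18 of EvoCrp3 still passed, with no named term changing sign. The terms of EvoCrp and of *Δcrp* share the *Δcrp* libraries with opposite sign and are not independent. The culture, with its growth rate, remains as a candidate explanation for the terms of *glcD* and *glcE*, as a hypothesis.

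The paper's text compares EvoCrp with *Δcrp* in the chemostat, and names no comparison with WT there. In this comparison 1319 genes were DE for EvoCrp1, 836 of them lower, and 1150 for EvoCrp3, 754 of them lower than in WT. In batch the numbers were 147 and 147. *Δcrp* also had more DE genes against WT in the chemostat (1155) than in batch (480), and the technical explanations were tested on it. With the chemostat counts thinned to the depth of the batch libraries, a mean of 2813728 counts, 1101 genes were DE between *Δcrp* and WT, so the greater depth does not account for the number. Without any test, 849 genes were at least 2-fold apart in the chemostat against 535 in batch among 3069 genes, 1.59 times as many, so the larger spread between replicates in the batch fit does not account for it alone either. The ratio is smaller than that of the DE genes, which leaves room for the spread in part. Neither test was run on EvoCrp against WT. Differences between strains that appear at a low glucose supply may underlie the number, which is a hypothesis.

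Some of the largest changes between *Δcrp* and WT in batch were in genes the paper's text does not name. *ghoS* (-7.79 on the log2 scale), *tdcB* (-7.06) and *idnD* (-6.97) had 0 counts in both *Δcrp* libraries, so that the fold changes are bounds: *ghoS* was at least 5.89-fold lower, *tdcB* at least 3.53-fold and *idnD* at least 3.34-fold. *gatB* (-7.29, edgeR adjusted p = 2.02e-06) belongs to the galactitol genes. *hycB* rose by 4.15 (edgeR adjusted p = 0.0145), but on few counts, 36 and 14 in *Δcrp* and 4 and 0 in WT. Of the acid resistance genes, *gadA* rose by 3.65, *gadB* by 3.42, *gadC* by 3.31 and *yhiM* by 3.29, with edgeR adjusted p-values from 0.0028 to 0.00555 and both *Δcrp* libraries above both WT libraries. Reads shared between the near-identical *gadA* and *gadB* make the value of each uncertain. They do not account for the rise as a whole, since *hdeA*, *hdeB*, *hdeD*, *gadE*, *mdtE* and *mdtF*, chosen as genes without a near-identical copy, had a median log2 fold change of 2.12; *hdeB* and *gadE* among them did not pass (edgeR adjusted p = 0.056 and 0.101). In the chemostat *gadA* rose by 4.79, and these 6 genes rose by 1.07 to 4.06. The deletion of *crp* is a candidate explanation, as a hypothesis; other technical explanations were not tested on these genes.

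In the chemostat, *ykgR* (-14.04) and *tnaC* (-13.06) had 0 counts in both *Δcrp* libraries and were at least 608-fold and 308-fold lower than in WT. Their WT replicates were 2433 and 1571 counts for *ykgR* and 1358 and 656 for *tnaC*. *gatB* was -9.18, *yjcB* rose by 6.66 and *ybfA* by 5.40 on the log2 scale. The edgeR adjusted p-values of these genes lay between 7.43e-10 and 8.94e-07, and each *Δcrp* library was on the same side of both WT libraries. No technical explanation was tested on these single genes, and none is preferred.

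Between IG116-*Δcrp* and *Δcrp*, the genes with the largest changes were *hycA* (-4.34 on the log2 scale), *pheL* (-3.59) and *gadA* (-3.22, uncertain because of *gadB*), which were lower, and *yhdJ* (4.65), *flu* (4.32) and *yeeR* (3.57), which were higher. *yhdJ* had at most 3 counts in the *Δcrp* libraries and was at least 20.1-fold higher. *flu* and *yeeR* lie next to each other on the chromosome, with *flu* ending at 2074658 and *yeeR* starting at 2074779. The IG116-*Δcrp* libraries stand in the table of the chemostat libraries. Of the 132 DE genes, 2 (1.52%) differed at least 2-fold in the same direction between the tables in all 4 strains with libraries in both, so a shift common to the table accounts for few of them. These 4 strains also changed culture between the tables, which could hide a shift that acts the other way. Gene length does not account for the changes, with a Spearman's rho of -0.0998 across 4371 genes between length and log2 fold change. The deeper IG116-*Δcrp* libraries were not thinned. The *ptsG* promoter mutation remains as a candidate explanation beside a shift between the tables, from which it cannot be told apart fully.

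In 52 groups of values of the 5 populations, the gap of one population to the next, divided by the range of all, was above Dixon's critical value of 0.71 in 4. About 1 group in 20 is picked in this way by chance, so this number is near what chance gives. EvoCrp2 had a correlation with *Δcrp* of 0.39 against 0.72 to 0.739 in the others (a gap of 0.944 of the range). Over genes with at least 10 counts in every library it rose to 0.759, within the range of the other populations under that filter, so the low value rests on genes with few counts. The log2 fold change of *cyaA* against *Δcrp* was -0.17 in EvoCrp1 and -0.43 to -0.37 in the others (gap 0.778), and that of *htpG* was -1.27 in EvoCrp4 and -1.06 to -0.99 in the others (gap 0.739). Both gaps are smaller than the standard errors of these fold changes, 0.244 for *cyaA* in EvoCrp1 and 0.25 for *htpG* in EvoCrp4, and no explanation beyond noise was sought.

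*glpF* rose against *Δcrp* by 3.87, 3.58, 3.31 and 3.94 on the log2 scale in EvoCrp1, EvoCrp3, EvoCrp4 and EvoCrp5 (edgeR adjusted p from 0.0006 to 0.00384) but by 0.51 in EvoCrp2 (edgeR adjusted p = 0.449), a gap of 0.817 of the range. The interaction with the culture was 4.25 for EvoCrp1 and 4.14 for EvoCrp3 (edgeR adjusted p = 4.63e-05 and 8.63e-05), and in the chemostat *glpF* had 7.17 and 6.81 CPM in EvoCrp1 and 6.23 and 6.5 in EvoCrp3 against 9.19 and 8.64 in *Δcrp*. Reads counted on *glpF* alone do not account for it: *glpK* of the same operon rose by at least 2.68 in the 4 populations, while *glpX* of the operon did not pass in any of them (0.75, 0.61, 0.16 and 0.67, edgeR adjusted p from 0.186 to 0.827). The other glycerol phosphate operons did not rise as much, with a median log2 fold change of 0.29 over *glpD*, *glpT*, *glpQ*, *glpA*, *glpB* and *glpC*. Over the 12 libraries of *Δcrp* and EvoCrp, the CPM of *glpF* rose with the counts of analysed genes, as the depth would make it (Spearman's rho 0.741, across libraries of different strains, no p given). The IG116-*Δcrp* libraries go against the depth, since they were deeper than any other and had 5.13 and 9.56 CPM of *glpF*. The second *Δcrp* library, with 2432497 counts of analysed genes, had 4.16 CPM, and the first of EvoCrp5, with 2959769, had 106. The *ptsG* mutation of EvoCrp1 is also in IG116-*Δcrp*, where *glpF* was not DE against *Δcrp* (log2 fold change 0.36, edgeR adjusted p = 0.697). For EvoCrp1, a change other than the *ptsG* mutation is a candidate explanation, as a hypothesis. The comparison is limited, since *ptsG* was at 838 ± 89.9 CPM (SD, n = 2) in IG116-*Δcrp* and 2143 ± 1310 CPM (SD, n = 2) in EvoCrp1. IG116-*Δcrp* was made with the mutation of EvoCrp1 only. It therefore cannot set aside *ptsG* mutations as the cause in EvoCrp3, EvoCrp4 and EvoCrp5.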

How the results depend on the processing

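The alternatives were set before the data were examined, except the crossed replicate numbers and the totals of TPM and of counts without rRNA, tRNA and sRNA genes, which were chosen after seeing the data, as was the comparison of IG116-*Δcrp* with EvoCrp1. Over the values of named genes, their interaction terms and gene sets under alternatives, 3247 kept their direction and their side of the threshold, 167 passed only under the alternative, 97 no longer passed and 14 changed direction. For the changes below the cause was not tested, unless a value is given for it. RLE factors in place of TMM left all 35 main results within their limits, no filter on low counts all 27, and the crossed block all 14; among named genes and sets RLE factors made 7 fail and 2 pass.

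edgeR's exact test on the 2 groups alone gave 374, 194 and 244 DE genes for EvoCrp2, EvoCrp3 and EvoCrp4 against *Δcrp* in place of 170, 98 and 54. Against WT it gave 185, 297, 285 and 395 for EvoCrp2 to EvoCrp5 in place of 103, 147, 120 and 201. For *Δcrp* against WT it gave 729 in place of 480, and for IG116-*Δcrp* against WT 599 in place of 319. For IG116-*Δcrp* it gave 312 against *Δcrp* in place of 132 and 52 against EvoCrp1 in place of 21. On simulated batch data with the same spread in all groups, this test made 21 false calls against 11 of the quasi-likelihood test. The numbers of DE genes in the chemostat stayed within 1.5 times by this test. DESeq2 gave 112, 150 and 109 DE genes for EvoCrp1, EvoCrp3 and EvoCrp4 against *Δcrp* in place of 46, 98 and 54, 56 for IG116-*Δcrp* against EvoCrp1, and 72.6% of *Δcrp* DE genes no longer DE in EvoCrp4 in place of 77.3%. A fit of only the 2 groups compared gave 0, 12, 190 and 20 DE genes for EvoCrp1, EvoCrp3, EvoCrp4 and EvoCrp5 against *Δcrp*, where the first has 372 genes with an unadjusted p under 0.05. For EvoCrp1, EvoCrp2, EvoCrp4 and IG116-*Δcrp* against WT it gave 88, 165, 251 and 551, for IG116-*Δcrp* against *Δcrp* 272 and against EvoCrp1 0, where 436 genes had an unadjusted p under 0.05. The share no longer DE against WT was then 87.3, 68 and 80.8% in EvoCrp1, EvoCrp4 and EvoCrp5, and the mutation-specific share 13.7% in EvoCrp4 and 35% in EvoCrp5. Without a fold threshold, DE genes against WT were 752 for *Δcrp* and 494 for IG116-*Δcrp* in batch and 2311, 2587 and 2440 for *Δcrp*, EvoCrp1 and EvoCrp3 in the chemostat; against *Δcrp* in the chemostat they were 1391 and 1369.

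With at least 10 counts required in every library, EvoCrp2 had 99 DE genes against *Δcrp* and IG116-*Δcrp* 183 against WT. The correlation with *Δcrp* became 0.759, 0.795 and 0.693 in EvoCrp2, EvoCrp4 and EvoCrp5 and the ratio of fold changes 0.635 in EvoCrp4. The number of gene sets that passed went from 3 to 5 in EvoCrp2 against *Δcrp* and from 4 to 2 in EvoCrp3 against WT, and with camera on ranks from 3 to 6 in EvoCrp2 against WT. The osmotic stress set changed direction without passing: in EvoCrp1 under this filter (limma camera adjusted p = 0.739) and the replicate block (0.98), over a range of 0.739 to 0.98 of its alternatives, and in EvoCrp5 under this filter (0.936) and total counts (0.963), over a range of 0.765 to 0.963. The secondary glucose transporters changed direction without passing in EvoCrp1 against *Δcrp* under this filter (0.722, over a range of 0.722 to 0.879) and in EvoCrp4 under this filter (0.577), the replicate block (0.978), total counts (0.93) and camera on ranks (0.975), which span its range. In the chemostat *htpG* between *Δcrp* and WT went from 0.034 on the log2 scale to -0.046 under this filter and to -0.034 with the exact test or the 2 groups alone, a change of sign around 0.

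Total counts in place of TMM factors gave 111 DE genes and 5 gene sets for EvoCrp2 against *Δcrp* and a CRP-specific share of 55% of the downregulated genes in place of 61.1%. *aceA* and *aceK* between *Δcrp* and WT in the chemostat went from -0.16 and -0.03 to 0.035 and 0.164. The median log2 fold change over all genes then moved to 0.15 for EvoCrp2 and -0.16 for EvoCrp5 against *Δcrp*, -0.27 for EvoCrp5 against WT, 0.18 and 0.14 for IG116-*Δcrp* against *Δcrp* and EvoCrp1, and in the chemostat to 0.18, 0.17 and 0.32 for *Δcrp*, EvoCrp1 and EvoCrp3 against WT and 0.18 for EvoCrp3 against *Δcrp*. For the interaction terms it moved to -0.37 for *Δcrp* and -0.09 for EvoCrp3. With that shift the share of DE genes that were lower went from 56.8 to 71.2% for EvoCrp5 against *Δcrp*, from 43.2 to 27.5% for IG116-*Δcrp* against *Δcrp*, and in the chemostat from 59.3 to 46.1% for *Δcrp*, 63.4 to 48.1% for EvoCrp1 and 65.6 to 39.3% for EvoCrp3 against WT and from 63.4 to 46.8% for EvoCrp3 against *Δcrp*. The interaction terms lower and higher in batch went from 117 and 238 to 289 and 142 for *Δcrp* and from 196 and 210 to 235 and 147 for EvoCrp3. With rRNA, tRNA and sRNA genes kept, 79 genes were DE between IG116-*Δcrp* and EvoCrp1, 74.7% of them lower in place of 38.1%. The lower share went from 44.7 to 33.3% for EvoCrp2 against *Δcrp* and from 43.2 to 58.4% for IG116-*Δcrp* against *Δcrp*.

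The deviations of same-numbered libraries had correlations of -0.011, -0.022, 0.055 and -0.079 for EvoCrp1, EvoCrp2, EvoCrp4 and EvoCrp5 with *Δcrp*, -0.039 for EvoCrp4 with WT, and in the chemostat -0.032 and 0.066 for EvoCrp1 with *Δcrp* and with WT. In the same order the replicate block gave 61, 162, 63, 151, 138, 428 and 1307 DE genes. For EvoCrp3 with WT in the chemostat the correlation was -0.391, with 1142 DE genes under the block and 1138 under the crossed one. IG116-*Δcrp* had correlations of 0.176 with WT and 0.168 with EvoCrp1 and 338 and 34 DE genes under the block.

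With Spearman's rho the correlation with *Δcrp* was 0.71 in EvoCrp3 and 0.703 in EvoCrp5. With the first WT library for *Δcrp* and the second for EvoCrp it was 0.357, 0.024, 0.429, 0.365 and 0.538 in EvoCrp1 to EvoCrp5, and with the WT libraries exchanged 0.543, 0.52, 0.504 and 0.504 in EvoCrp1, EvoCrp3, EvoCrp4 and EvoCrp5. Over the DE genes of *Δcrp* alone it was 0.84, 0.757, 0.839, 0.838 and 0.835, on genes chosen by their change in *Δcrp*, and the ratio of median fold changes was 0.498, 0.461 and 0.55 in EvoCrp1, EvoCrp4 and EvoCrp5. Across the 6 fits that each left out one library, the correlation ranged from 0.559 to 0.77 in EvoCrp1, 0.639 to 0.772 in EvoCrp3, 0.626 to 0.768 in EvoCrp4 and 0.658 to 0.78 in EvoCrp5, and the ratio from 0.591 to 0.796, 0.665 to 0.906, 0.559 to 0.665 and 0.8 to 1.04 in the same populations. Of the named values with one library left out, 1514 stayed within the spread of the replicates and 38 did not.

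Requiring only the adjusted p in the chemostat, CRP-specific shares were 73.8% of downregulated and 76.1% of upregulated genes, and mutation-specific shares 26.5, 34.7 and 40.2% in EvoCrp2, EvoCrp3 and EvoCrp5 and 69.7% in IG116-*Δcrp*. Counting either direction gave 29.4, 34.7, 50 and 30.3% in EvoCrp2 to EvoCrp5, and the opposite direction 40.9% in IG116-*Δcrp*. Counting any smaller absolute fold change against WT as reverted, with no test, gave 89.8, 93.3, 89.8, 90.4 and 84.8% in EvoCrp1 to EvoCrp5.

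As a share of counts without correction for length, the TCA cycle genes made up 0.198% in WT, 0.11% in *Δcrp* and 0.215, 0.163, 0.257, 0.201 and 0.27% in EvoCrp1 to EvoCrp5, and the secondary glucose transporters 0.0278%, 0.00223% and 0.00296, 0.00505, 0.00361, 0.00299 and 0.00534%. As TPM over the analysed genes only, the TCA cycle genes made up 0.729%, 0.471% and 0.62, 0.605, 0.694, 0.592 and 0.748%, and the transporters 0.146%, 0.0155% and 0.0136, 0.0288, 0.016, 0.0137 and 0.0239%. As a share of the counts of the analysed genes, the TCA cycle genes made up 1.92%, 1.19% and 1.53, 1.48, 1.68, 1.48 and 1.75%, and the transporters 0.269%, 0.0241% and 0.0217, 0.0458, 0.0244, 0.022 and 0.0351%.

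The depth limits genes with few counts, such as those with 0 counts in *Δcrp*, whose changes are bounds. The spread between the 2 WT libraries limits *aroF* (2259 and 6362 counts), whose standard error between *Δcrp* and WT in batch was 1.22 on the log2 scale. The alternatives for CRP binding motifs, namely mismatches allowed, a wider window and the upstream neighbour, were not run, since no genome sequence was used.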

Differences from the paper's values

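No test in this part was chosen after its result was seen. The alternatives named are those set before the data were examined, except the totals of the analysed genes, which were chosen after seeing the values.

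The number of DE genes between *Δcrp* and WT in batch was 480, and the paper's value is 725. A gap is called closed in this part when the 2 values lie within 1.5 times, a limit that 499 and 500 reach only narrowly. In this sense the gap closed under edgeR's exact test (729), DESeq2 (500), only the 2 groups in the fit (631) and the replicate block (499). It also closed with rRNA, tRNA and sRNA genes kept (537) and with no fold threshold (752). It stayed open under RLE factors (483), total counts (440), at least 10 counts in every library (348) and no filter (478). Of these genes 321 were lower in *Δcrp*, and the paper's value is 534. It closed under edgeR's exact test (542), only the 2 groups in the fit (457), rRNA, tRNA and sRNA genes kept (373) and no fold threshold (379), and stayed open under DESeq2 (342), RLE factors (335), total counts (322), at least 10 counts in every library (254), no filter (330) and the replicate block (335). Without a fold threshold 373 genes were higher, and the paper's value is 191. The total of 752 is thus close to the paper's with another split by direction. edgeR's exact test lay closest in total and in both directions, with 729 DE genes, 542 lower and 187 higher, against 725, 534 and 191. It also lay closest for the highest number of an evolved population against *Δcrp* (374 against 350) and for both numbers against WT (165 and 395 against 170 and 390). The paper's text does not name its test, so the cause is not settled.

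The highest number of DE genes of an evolved population against *Δcrp* was 170, and the paper's is 350. This closed under edgeR's exact test (374), only the 2 groups in the fit (248) and no fold threshold (237), but not under DESeq2 (225), RLE factors (159), total counts (132), at least 10 counts in every library (139), no filter (162), the replicate block (162) and rRNA, tRNA and sRNA genes kept (159). Against WT the lowest number was 103 and the paper's 170, which closed under edgeR's exact test (165) and DESeq2 (122), but not under RLE factors (97), total counts (89), at least 10 counts in every library (70), no filter (98), only the 2 groups in the fit (88), the replicate block (111), rRNA, tRNA and sRNA genes kept (98) and no fold threshold (110). The highest was 201 and the paper's 390, which closed under edgeR's exact test (395), DESeq2 (274) and total counts (271), but not under RLE factors (202), at least 10 counts in every library (149), no filter (203), only the 2 groups in the fit (251), the replicate block (204), rRNA, tRNA and sRNA genes kept (193) and no fold threshold (241).

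The lowest mutation-specific share was 15.3% over all DE genes, and the paper's, over KEGG enriched genes, is 30%. It closed under only the adjusted p required in the chemostat (26.5%) and either direction counted (29.4%), but not under DESeq2 (11.6%), total counts (17.1%), RLE factors (15.1%), at least 10 counts in every library (17.2%), the replicate block (16.7%) and only the 2 groups in the fit (12.9%). The lowest rise of *aroF* in an evolved population was 2.35-fold, and the paper's bound for EvoCrp strains is 7. None of the alternatives run closed this gap, with values from 2.07 to 2.48.

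The paper gives a higher proportion of upregulated genes among the DE genes of EvoCrp against *Δcrp*. This held here in EvoCrp2 (94 of 170 up) and not in EvoCrp1, EvoCrp3, EvoCrp4 and EvoCrp5 (19 of 46, 41 of 98, 26 of 54 and 57 of 132 up). With edgeR's exact test it held in EvoCrp2 to EvoCrp5, and not in EvoCrp1 (23 of 52). The fit of only the 2 groups gave it in EvoCrp3, EvoCrp4 and EvoCrp5 too, DESeq2 in EvoCrp3 and EvoCrp5, total counts in EvoCrp4, and at least 10 counts in every library in EvoCrp1 and EvoCrp4.

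The gene sets in this paragraph were written down by hand and are not the paper's KEGG genes, so unlike lists are compared. The paper gives amino acid degradation genes as higher in *Δcrp* than in WT. Here the set was lower in batch without passing (median log2 fold change -0.27, limma camera adjusted p = 0.393) and lower in the chemostat (median -0.89, limma camera adjusted p = 0.0359, 0.0174 to 0.19 over its alternatives). It names fewer transcripts of osmotic stress in EvoCrp and IG116-*Δcrp*. That set passed in none of the 5 populations or IG116-*Δcrp* against *Δcrp* (limma camera adjusted p from 0.183 to 0.997 in the populations and 0.708 in IG116-*Δcrp*). For the chemostat, the paper has glycolate and amino acid degradation genes lower in EvoCrp through the mutations. Neither set passed in EvoCrp1 or EvoCrp3 there (limma camera adjusted p = 0.353 and 0.479 for glycolate and glyoxylate, 0.144 and 0.479 for amino acid degradation, where the median was above 0, 0.23 and 0.21), under the main setting or any alternative. Of the single genes *glcD* was DE and lower in both and *glcE* in EvoCrp1, while *glcF* in both and *glcE* in EvoCrp3 were called by no setting that keeps the fold threshold. For the electron transport chain, the paper has gene expression mostly alike to ATP levels that did not change across strains. The oxidative phosphorylation set was higher than in *Δcrp* in EvoCrp1, EvoCrp3, EvoCrp4 and EvoCrp5, and with total counts or at least 10 counts in every library also in EvoCrp2. The paper's fraction of TCA cycle genes is lower in all EvoCrp strains. It is a proteome fraction estimated from TPM and reported protein copies, so the transcript shares here are another quantity. As a part of all TPM, rRNA included, the mean was 0.034% in WT and higher in all 5 populations. The paper left rRNA, tRNA and sRNA genes out of its analyses. With this total the share was also higher in *Δcrp* (0.046%) than in WT, while every other total gave a lower share in *Δcrp*, so the direction rests on the total. The first library of each of EvoCrp1 to EvoCrp4 lay below the first WT library (0.0405%). Both EvoCrp5 libraries lay above both WT libraries. The mean fraction was lower than in WT in EvoCrp2 as a share of counts and in EvoCrp1 to EvoCrp4 as TPM over the analysed genes only. As a share of the counts of the analysed genes it was lower in all 5 populations (1.48% to 1.75% against 1.92% in WT). The totals of the analysed genes were chosen after seeing the values.

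Some genes the paper names as changed between *Δcrp* and WT in batch were not DE here. edgeR's exact test and the fit of only the 2 groups both called *sdhA*, *sdhB*, *sdhC*, *sdhD*, *garD*, *uxaA*, *uxuA*, *malX*, *proV*, *livH*, *lysP*, *tsx*, *uraA*, *nupX*, *dosP*, *rpiB*, *trpC* and *trpD*, and edgeR's exact test alone of all settings called *tdcC* and *ibpB*. DESeq2 also called *sdhB*, *uxuA*, *proV*, *livH*, *lysP*, *trpC* and *trpD*. The replicate block also called *sdhA*, *sdhB*, *proV*, *livH*, *lysP*, *trpC* and *trpD*. With at least 10 counts in every library *livH*, *lysP* and *trpC* were called, with total counts *livH* and *trpC*, and *livH* also with RLE factors, with no filter and with rRNA, tRNA and sRNA genes kept. *mepA*, *glnA*, *lysA*, *dapB*, *argD* and *argG* were called by none of the settings that keep the fold threshold.

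In EvoCrp against WT, the paper has *sucABCD*, *sdhABCD*, *malPQS* and *fadBI* lower. None of the 20 gene and population pairs of *sdhABCD* was DE. edgeR's exact test called 10, the fit of only the 2 groups 8 and DESeq2 1 of them. *fadB* was DE in none of the populations and *fadI* in EvoCrp3 and EvoCrp5, while edgeR's exact test and the replicate block called all 10 pairs, DESeq2 7 and the fit of only the 2 groups 7. *sucB* in EvoCrp3 (-0.94 on the log2 scale) was called by no setting. Total counts called *sucB*, *sucC* and *sucD* in EvoCrp5 and *malQ* in EvoCrp4, and at least 10 counts in every library called the same pairs except *sucB*.

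In EvoCrp against *Δcrp*, the paper has *aroF* higher, the chaperones lower and glycolate genes lower. *aroF* was higher in each population without passing. edgeR's exact test called it in all 5, DESeq2 in EvoCrp1 and EvoCrp5 and the fit of only the 2 groups in EvoCrp2 and EvoCrp4. *glcD* was not DE in any population (-2.33 to -1.37 on the log2 scale). edgeR's exact test called it in all 5, DESeq2 in all but EvoCrp3, the replicate block in EvoCrp1 and the fit of only the 2 groups in EvoCrp4. *glcE* in EvoCrp1 was called by DESeq2 and edgeR's exact test. *aceA* in EvoCrp3, EvoCrp4 and EvoCrp5 was called by no setting, nor were *hslR* in any population and *ibpB* in EvoCrp1 and EvoCrp2. *ibpB* in EvoCrp3, EvoCrp4 and EvoCrp5 was called by edgeR's exact test, and in EvoCrp4 also by the fit of only the 2 groups. Total counts and DESeq2 called *ibpA* in EvoCrp1 and EvoCrp4 and *htpG* in EvoCrp1, total counts also *htpG* in EvoCrp5, edgeR's exact test and the replicate block *ibpA* in both, and RLE factors, at least 10 counts, only the 2 groups and rRNA, tRNA and sRNA genes kept *ibpA* in EvoCrp4.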

Other observations

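The tests in this part were chosen before their results were seen. The comparison of IG116-*Δcrp* with EvoCrp1 was itself chosen after seeing the data.

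IG116-*Δcrp* carries the *ptsG* promoter mutation of EvoCrp1 without the evolution. Between these strains in batch 21 genes were DE, 8 lower and 13 higher in IG116-*Δcrp*, against 132 between IG116-*Δcrp* and *Δcrp*. A small number of DE genes does not show that the strains are the same: 621 genes had an unadjusted p under 0.05, and the numbers under other settings ran from 0 to 79.

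The correlation across genes of the fold changes of *Δcrp* and EvoCrp against WT was tested for the WT libraries that stand in both. With a different WT library for each fold change, the mean r over the 5 populations and both assignments was 0.415, against 0.659 with shared WT libraries. In simulated counts without any true change, r was 0.498 with shared WT libraries and 0.034 with separate ones over 4154 genes. A single WT library in place of a mean also adds noise, which lowers r, so how much of the correlation comes from the shared libraries cannot be told from this test. The mean with separate libraries is above the value of the simulation, so a part may not be due to the shared libraries. For EvoCrp2 this depended on the assignment. Its r was 0.024 with the first WT library for *Δcrp* and 0.367 with the WT libraries exchanged.

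Between batch and chemostat, the correlation across genes of the change of *Δcrp* against WT was positive. Among the genes whose interaction term passed, 18 also passed the adjusted p in both cultures with opposite directions. For EvoCrp1 and EvoCrp3 against *Δcrp* this number was 15 and 26.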
